# Identification and characterization of a core set of ROS wave‐associated transcripts involved in the systemic acquired acclimation response of Arabidopsis to excess light

**DOI:** 10.1111/tpj.14205

**Published:** 2019-01-30

**Authors:** Sara I. Zandalinas, Soham Sengupta, David Burks, Rajeev K. Azad, Ron Mittler

**Keywords:** transcriptomics, reactive oxygen species (ROS) wave, systemic signaling, systemic acquired acclimation (SAA), MYB30, WRKY, light stress, H_2_O_2_ signaling, *Arabidopsis thaliana*

## Abstract

Systemic acquired acclimation (SAA) plays a key role in optimizing growth and preventing damage associated with fluctuating or abrupt changes in the plant environment. To be effective, SAA has to occur at a rapid rate and depend on rapid signaling pathways that transmit signals from affected tissues to all parts of the plant. Although recent studies have identified several different rapid systemic signaling pathways that could mediate SAA, very little information is known about the extent of their involvement in mediating transcriptomic responses. Here we reveal that the systemic transcriptomic response of plants to excess light stress is extensive in its context and involves an early (2 min) and transient stage of transcript expression that includes thousands of genes. This early response is dependent on the respiratory burst oxidase homolog D protein, and the function of the reactive oxygen species (ROS) wave. We further identify a core set of transcripts associated with the ROS wave and suggest that some of these transcripts are involved in linking ROS with calcium signaling. Priming of a systemic leaf to become acclimated to a particular stress during SAA involves thousands of transcripts that display a rapid and transient expression pattern driven by the ROS wave.

## Significance Statement

The reactive oxygen species (ROS) wave is required for a rapid, early and transient systemic transcriptomic response to light stress that includes thousands of transcripts, many of them important for light stress acclimation. A core set of transcripts that includes several transcriptional regulators involved in H_2_O_2_ signaling is directly associated with the ROS wave and could be associated with systemic responses to many other stresses.

## Introduction

Light stress occurs in plants when the capacity of the plant to harvest light and use it for CO_2_ fixation is overwhelmed by excess light energy. Under such conditions the photosynthetic antennas absorb photons at a rate that is higher than the capacity of the photosynthetic centers to channel electrons through the electron transport chain (ETC) mechanisms, resulting in the production of singlet oxygen and other excited molecules. Electrons flowing through the ETC may additionally be transferred to alternative acceptors such as oxygen, resulting in the formation of superoxide radicals (Asada, 2006; Dietz, 2015; Alric and Johnson, 2017). Because CO_2_ fixation is dependent on stomatal conductance and temperature, excess light may pose an even bigger challenge to plants when it is combined with other stresses, such as drought or temperature stress, that limit the rates of CO_2_ fixation (Mittler, 2006). Because light plays such a pivotal role in the life of photosynthetic organisms, plants have evolved many different acclimation and adaptation mechanisms to counter the effect of excess light stress. These include pathways for adjusting the size of the antenna complexes, different quenching mechanisms, and pathways to scavenge the excess reactive oxygen species (ROS) produced (Asada, 2006; Li *et al*., 2009; Dietz, 2015). These and other pathways are not only triggered at the site of excess light stress, but also at systemic tissues that are not yet subjected to the stress (Karpinski *et al*., 1999; Rossel *et al*., 2007; Kangasjarvi *et al*., 2009; Szechyńska‐Hebda *et al*., 2010, 2017; Gorecka *et al*., 2014; Gilroy *et al*., 2016; Devireddy *et al*., 2018). This phenomenon, termed systemic acquired acclimation (SAA), allows the systemic non‐stressed tissues of the plant to prepare for and acclimate to the impending stress condition(s), and is thought to play a key role in the acclimation of plants to many different abiotic stresses. The different systemic signaling pathways mediating SAA in response to excess light and other stresses in plants include ROS and calcium waves, electric signals, plant hormones such as abscisic acid (ABA) and jasmonic acid (JA), and hydraulic waves (Karpinski *et al*., 1999; Rossel *et al*., 2007; Kangasjarvi *et al*., 2009; Miller *et al*., 2009; Szechyńska‐Hebda *et al*., 2010, 2017; Mittler *et al*., 2011; Christmann *et al*., 2013; Suzuki *et al*., 2013; Gilroy *et al*., 2014, 2016; Gorecka *et al*., 2014; Ciszak *et al*., 2015; Matsuo and Oelmüller, 2015; Carmody *et al*., 2016; Guo *et al*., 2016; Choi *et al*., 2017; Devireddy *et al*., 2018).

Recent transcriptomics and metabolomics studies demonstrated that molecular and metabolic responses to excess light stress can occur within seconds to minutes of light stress initiation (Suzuki *et al*., 2015; Choudhury *et al*., 2018), and that recovery from light stress is accompanied by rapid alterations in transcript stability and abundance (Crisp *et al*., 2017). A recent study also reported that a rapid stomatal response to excess light stress occurs within minutes in local and systemic leaves of *Arabidopsis thaliana*, and that the propagation of the systemic stomatal response from the local leaf to the entire plant canopy is mediated by the ROS wave (Devireddy *et al*., 2018). This response was also dependent on the function of the plant hormone ABA, and slow anion channel‐associated 1 (SLAC1) and guard cell hydrogen peroxide resistant 1 (GHR1) proteins (Devireddy *et al*., 2018).

The ROS wave was initially characterized by Miller *et al*. (2009) and shown to depend on the function of the respiratory burst oxidase homolog D (RBOHD) protein. The ROS wave propagates from the stressed tissue to almost all other parts of the plant via a cell‐to‐cell auto‐propagating process of ROS‐induced ROS production (Mittler *et al*., 2011; Zandalinas and Mittler, 2017). Each cell along the path of the systemic ROS wave signal is triggered therefore to produce ROS in response to sensing of ROS produced by the preceding cell in the path and the enhanced levels of ROS produced during this process accumulate at the apoplast. The ROS wave is coordinated with a systemic calcium wave and each of these two waves requires the function of the other (Evans *et al*., 2016; Toyota *et al*., 2018). Interestingly, the ROS wave was also found to be required for the propagation of a certain type of electric signals (variation potentials) suggesting that the ROS, calcium and electric waves are coordinated in plants (Suzuki *et al*., 2013).

Although the ROS wave was shown to be triggered by light stress (Choudhury *et al*., 2018; Devireddy *et al*., 2018), to be required for the SAA of plants to excess light in Arabidopsis (Suzuki *et al*., 2013), and to be required for the systemic propagation of light stress‐induced systemic stomatal responses (Devireddy *et al*., 2018), very little information is known about the changes in gene expression regulated or coordinated by this signal. In addition, because responses to light stress have been shown to occur much faster than previously anticipated (Suzuki *et al*., 2015; Crisp *et al*., 2017; Choudhury *et al*., 2018; Kollist *et al*., 2018), it is unclear what transcriptomics responses are triggered in systemic and local leaves within minutes of light stress application to a local leaf, and whether or not these responses are dependent on the function of the ROS wave. To address these questions, we conducted transcriptomics time‐course (0, 2, 4 and 8 min) light stress experiments sampling local and systemic leaves of wild type and *rbohD* Arabidopsis plants. In addition, we conducted transcriptomics experiments studying the response of plants to external H_2_O_2_, simulating H_2_O_2_ entry from the apoplast into cells, as well as pharmacology experiments blocking the light stress‐induced ROS wave with diphenyleneiodonium (DPI). Our analysis identified a core set of ROS wave‐associated transcripts involved in the SAA response of Arabidopsis to excess light. We further show that at least six of these genes are required for light stress acclimation, and propose that the transcriptional regulator MYB30 plays a key role in linking the ROS and calcium waves.

## Results

### Local and systemic responses to excess light stress in Arabidopsis

To study the local and systemic responses of plants to light stress, we subjected a single Arabidopsis leaf to light stress as described in Devireddy *et al*. (2018; local leaf) and sampled it, as well as one systemic leaf, at 0, 2, 4 and 8 min post‐light stress application (Figures 1a and S1). The application of light stress to a single Arabidopsis leaf was previously shown to trigger the ROS wave (Choudhury *et al*., 2018; Devireddy *et al*., 2018; Figure S2). The steady‐state level of 6840 transcripts was significantly enhanced in local leaves in response to light stress, and the steady‐state level of 6367 transcripts was significantly enhanced in systemic leaves in response to the light stress treatment applied to the local leaf (Tables S1, S2; Figure S3). An overlap of 4982 transcripts was found between the transcriptomics response of local and systemic leaves to light stress demonstrating a significant systemic response to this abiotic stress in Arabidopsis (Figure 1a, Table S3). A high representation of transcripts encoding light, ABA, ROS, drought, cold, wounding, heat and other abiotic stress‐response transcripts, including transcripts involved in calcium and systemic acquired response (SAR) signaling was found in this group of transcripts common to local and systemic tissues and demonstrated that the rapid SAA response of Arabidopsis to light stress is complex and includes components involved in the response of plants to many other abiotic conditions (Figure 2a, Table S4).

**Figure 1:**
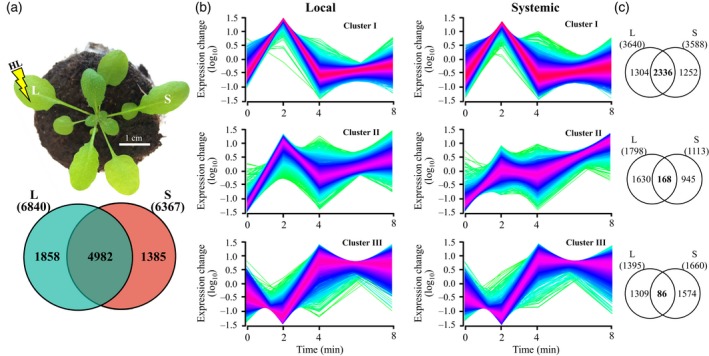
Transcriptomic responses of local (L) and systemic (S) leaves of Arabidopsis plants to local application of excess light stress. (a) The experimental design used (top) and a Venn diagram showing the overlap between local and systemic responses to light stress (bottom). (b) Distinct clusters of transcript expression in local and systemic leaves in response to local application of light stress. (c) Venn diagrams showing the overlap between the different groups of clusters in local and systemic leaves. All Venn diagrams had a hypergeometric testing significance of *P* < 0.001. L, local; S, systemic.

**Figure 2:**
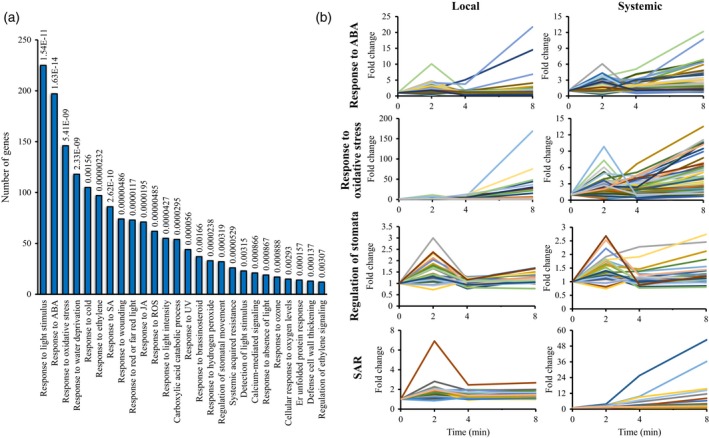
Gene ontology classification and expression pattern of transcripts that accumulate in both local and systemic leaves of Arabidopsis in response to local application of light stress. (a) Gene Ontology annotation of transcripts that accumulate in local and systemic leaves of Arabidopsis in response to light stress. See Table S4 for full description. The *P*‐value for enrichment compared with the genome distribution from Fisher's Exact with FDR multiple test correction is provided for each GO term. (b) Expression pattern of selected gene ontology groups in local and systemic leaves. See Figure S4 for additional classification groups. ABA, abscisic acid; SAR, systemic acquired resistance; SA, salicylic acid; JA, jasmonic acid; ROS, reactive oxygen species.

Cluster analysis of the different transcripts upregulated in response to light stress revealed that a large number of transcripts (over 3500) peaked in their abundance at 2 min and then returned to almost baseline expression levels in local and systemic leaves (Figure 1b). Compared with transcripts that peaked at 2 min, but did not return to baseline level, or transcripts that peaked at 4 min, this group of transcripts also displayed the largest overlap between local and systemic responses to light stress (Figure 1c). This finding demonstrates that a large proportion of the local and systemic responses to light stress in Arabidopsis occurs as early as 2 min following the initiation of stress, highlighting the importance of rapid responses to stress at the local and systemic levels. Many of the hormone‐ and stress‐response transcripts identified in Figure 2a as involved in the response of Arabidopsis to light stress belonged to this group of transcripts that transiently peaked in their expression at 2 min following light stress application (Figures 2b and S1). While the fold change in expression of many of these transcripts (e.g., those associated with ABA and responses to oxidative stress) was lower in systemic leaves compared with local leaves, the fold change in expression of some transcripts (e.g., those associated with SAR to pathogens) was higher in systemic leaves compared with local leaves, and the fold change in expression level of transcripts associated with stomatal function or other plant hormone was similar between local and systemic leaves (Figures 2b and S1).

Analysis of the expression pattern of selected transcription factor (TF) families involved in response to different stimuli in local and systemic leaves revealed that their fold change in expression in systemic leaves was lower than that in local leaves (Figures 3 and S5; only transcripts encoding TFs significantly upregulated in both local and systemic tissues are shown). In addition, the kinetics of expression was sometimes different between local and systemic leaves (e.g., heat shock transcription factors; HSFs). In general, many of the different TFs in systemic leaves peaked in their expression (up or down) at 2 min post‐light stress application to local leaves (Figure 3). This pattern could suggest that a systemic signal generated at the local leaf might have reached the systemic leaves and caused a spike in TFs expression within 2 min of light stress application. Potential culprits for such signal may include the ROS/Ca^2+^ wave, electric signals and hydraulic waves that travel at a rate higher than 5 cm min^−1^ (the distance between the local and systemic leaves in our experimental system was approximately 4 cm). The findings presented in Figures 1, 2, 3, S4 and S5 demonstrate that light stress invokes a significant systemic response in Arabidopsis and that this response could be mediated by rapid systemic signaling pathways. Responses to light stress occurring at the local leaves as early as seconds (Suzuki *et al*., 2015) to minutes (Figures 1, 2, 3) could therefore be transmitted within minutes to systemic leaves, highlighting the importance of rapid systemic signaling pathways in mediating SAA in plants.

**Figure 3:**
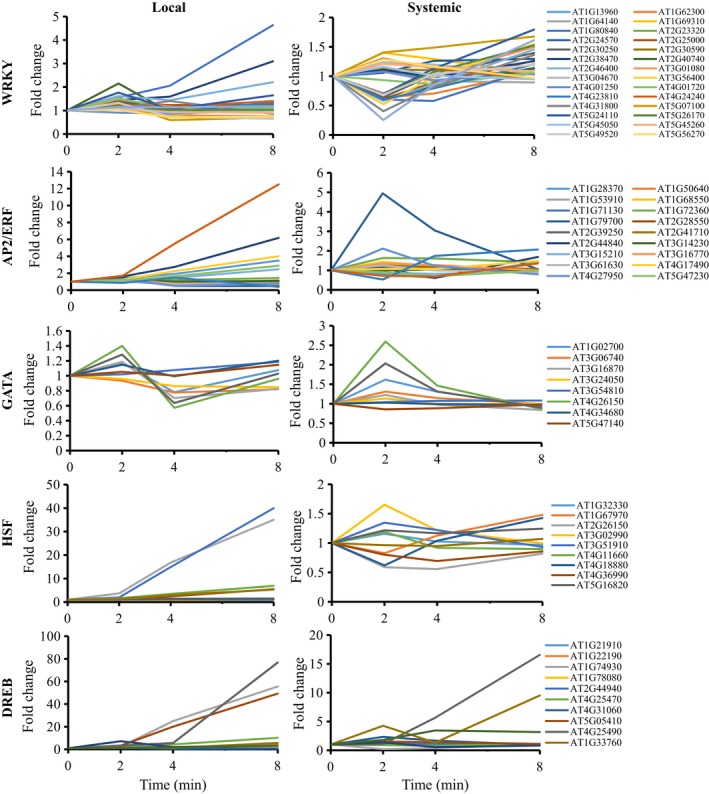
Expression pattern of selected transcription factor families that accumulate in both local and systemic leaves of Arabidopsis in response to local application of light stress. HSF, heat shock factor; DREB, dehydration responsive element binding; AP‐2, activating protein‐2; ERF, ethylene response factor, GATA, (T/A)GATA(A/G)‐binding.

### Local and systemic responses of *rbohD* plants to excess light stress

To determine what proportion of the systemic response of Arabidopsis to light stress is dependent on the function of the ROS/Ca^2+^ wave, we conducted similar experiments to the ones shown in Figure 1, however, using *rbohD* mutants deficient in the initiation and propagation of the ROS/Ca^2+^ wave (Miller *et al*., 2009). As shown in Figure 4a, 6502 transcripts were significantly upregulated in local leaves of *rbohD* plants in response to light stress, and 5363 transcripts were significantly upregulated in systemic leaves of *rbohD* plants in response to the light stress treatment applied to the local leaf (Tables S5, S6). An overlap of 4403 transcripts was found between the local and systemic leaves of *rbohD* demonstrating that the majority of systemic responses were not diminished in the absence of RBOHD (Figure 4a, Table S7). When the local and systemic‐response transcripts were clustered based on their expression pattern and compared between local and systemic leaves (Figure 4b), a significant effect of RBOHD absence was evident in the expression of rapidly responding transcripts that peak at 2 min and return to almost baseline levels (an overlap of only 6, compared with 2336 in wild type; Figures 1c and 4c, respectively). In addition, the overall number of these rapidly responding transcripts was much lower compared with wild type plants (465 compared with 3588; Figures 1c and 4c, respectively).

**Figure 4:**
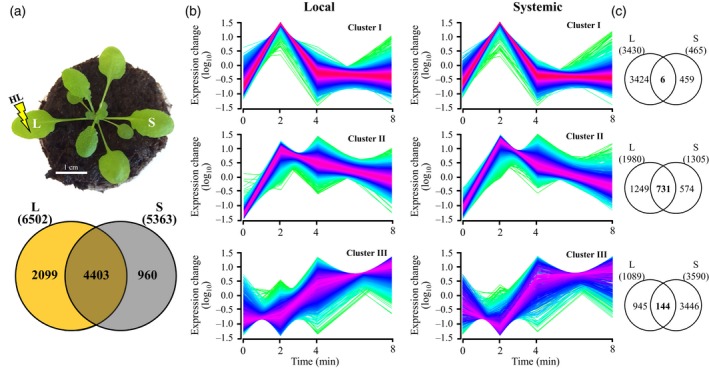
Transcriptomic responses of local (L) and systemic (S) leaves of *rbohD* plants to local application of excess light stress. (a) The experimental design used (top) and a Venn diagram showing the overlap between local and systemic responses to light stress (bottom). (b) Distinct clusters of transcript expression in local and systemic leaves of *rbohD* plants in response to local application of light stress. (c) Venn diagrams showing the overlap between the different groups of clusters in local and systemic leaves. All Venn diagrams had a hypergeometric testing significance of *P* < 0.001. L, local; S, systemic; RBOHD, respiratory burst oxidase homolog D.

A more direct comparison of the systemic response of *rbohD* plants to that of wild type revealed that 3447 transcripts that accumulated in the systemic leaves of wild type plants did not accumulate in the systemic leaves of *rbohD* plants (Figure 5a; Table S8). These transcripts contained a high proportion of transcripts that peaked at 2 min and returned to basal levels (2044), compared with transcripts that peaked at 4 min (591), or gradually increased in their expression from 0 to 8 min (812; Figure 5b). The group of *rbohD*‐dependent 3447 systemic transcripts contained many different transcripts involved in signal transduction, cell‐to‐cell communication and ABA signaling (Figure 5a, Table S9). A high representation of transcripts responding to local treatments of light stress and wounding was further found in all three clusters of the 3447 transcripts, with a high representation of transcripts responding to NaCl and ozone in cluster 2 (Table 1). Interestingly, only cluster 3 contained high representation of transcripts responding to a plant hormone (ABA response; Table 1). Because the ROS/Ca^2+^ wave responds to many different stimuli (Miller *et al*., 2009; Mittler *et al*., 2011), these findings suggest that transcripts that are not related to the ROS/Ca^2+^ wave may also be found in this list of *rbohD*‐dependent systemic transcripts.

**Figure 5:**
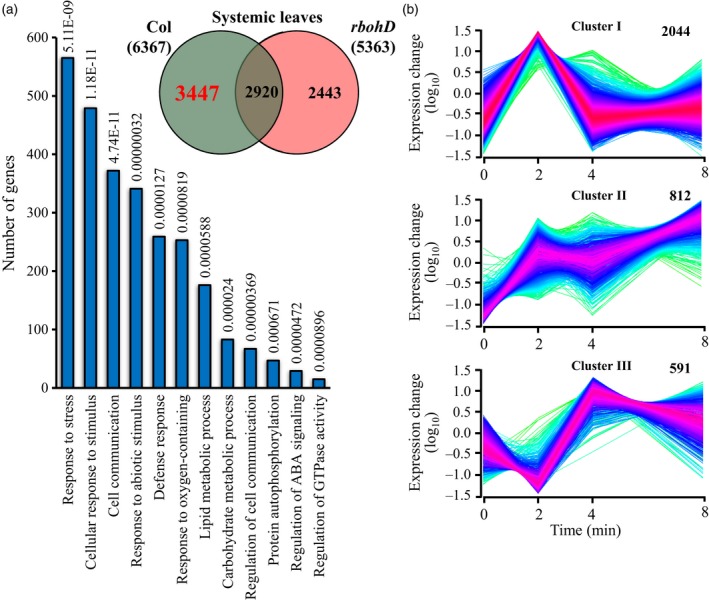
Gene ontology classification and expression pattern of systemic *rbohD*‐dependent transcripts in wild type plants. (a) Gene Ontology annotation of systemic *rbohD*‐dependent transcripts that accumulate in wild type plants in response to local application of light stress. See Table S9 for full description. The *P*‐value for enrichment compared with the genome distribution from Fisher's Exact with FDR multiple test correction is provided for each GO term. (b) Distinct clusters of expression of *rbohD*‐dependent transcripts in systemic leaves of wild type plants in response to local application of light stress. Venn diagram in (a) had a hypergeometric testing significance of *P* < 0.001. ABA, abscisic acid; RBOHD, respiratory burst oxidase homolog D.

**Table 1:** Response of *rbohD*‐dependent (3447) and ROS wave‐associated (82) systemic transcripts to different stresses, hormones and stimuli. Top: Response of *rbohD*‐dependent (3447) and ROS wave‐associated (82) systemic transcripts to different abiotic and biotic stresses. Bottom: Response of *rbohD*‐dependent (3447) and ROS wave‐associated (82) systemic transcripts to different hormones, reactive oxygen species and external ATP

	3447 transcripts			82 transcripts
	Cluster I	Cluster II	Cluster III	
Total	2040	812	591	82
Abiotic stresses				
Drought	153 (7.5%)	39 (4.8%)	89 (15.05%)	6 (7.31%)
Cold	84 (4.11%)	81 (9.97%)	19 (3.21%)	30 (36.58%)
Heat	151 (7.4%)	70 (8.62%)	57 (9.64%)	17 (20.73%)
High light	1474 (72.25%)	638 (78.57%)	333 (56.34%)	62 (75.6%)
NaCl	40 (1.96%)	139 (17.11%)	37 (6.26%)	34 (41.46%)
Ozone	42 (2.05%)	137 (16.87%)	35 (5.92%)	19 (23.17%)
Wounding	290 (14.21%)	330 (40.64%)	136 (23.01%)	49 (59.75%)
Incompatible bacterial pathogen	22 (1.07%)	80 (9.85%)	13 (2.19%)	15 (18.29%)

	3447 transcripts			82 transcripts
	Cluster I	Cluster II	Cluster III	
Total	2040	812	591	82
Hormone/ROS				
ABA	77 (3.77%)	58 (7.14%)	67 (11.33%)	12 (14.63%)
ACC	17 (0.83%)	7 (0.86%)	3 (0.5%)	0 (0%)
Brassinolide	26 (1.27%)	13 (1.6%)	10 (1.69%)	6 (7.31%)
Cytokinin	24 (1.17%)	3 (0.36%)	8 (1.35%)	1 (1.21%)
Gibberellin	7 (0.34%)	4 (0.49%)	0 (0%)	1 (1.21%)
Indole‐3‐acetic acid	50 (2.45%)	23 (2.83%)	14 (2.36%)	8 (9.75%)
Methyl jasmonate	59 (2.89%)	30 (3.69%)	31 (5.24%)	13 (15.85%)
SA	4 (0.19%)	27 (3.32%)	14 (2.36%)	2 (2.43%)
eATP	13 (0.63%)	31 (3.81%)	10 (1.69%)	15 (18.29%)
H_2_O_2_	40 (1.96%)	91 (11.2%)	39 (6.59%)	82 (100%)
O_2_^–^	24 (1.17%)	23 (2.83%)	12 (2.03%)	4 (4.87%)
^1^O_2_	11 (0.53%)	43 (5.29%)	10 (1.69%)	15 (18.29%)
Ca^+2^	64 (3.14%)	60 (7.39%)	35 (5.92%)	14 (17.07%)

ABA, abscisic acid; ACC, 1‐aminocyclopropane‐1‐carboxylic acid; SA, salicylic acid; eATP, external ATP.

### Response of plants to external H_2_O_2_ and overlap with systemic responses to excess light

To identify transcripts more intimately associated with the ROS/Ca^2+^ wave among the 3447 transcripts, we conducted experiments in which we treated Arabidopsis seedlings growing in liquid culture with 1 mm H_2_O_2_. This treatment was chosen to mimic the entry of H_2_O_2_ that accumulates at the apoplast during the propagation of the ROS wave into cells. 

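Seedlings aged 5 days were sampled at 0, 2, 4 and 8 min, with 3 biological replicates of about 100 to 150 seedlings at each time point. The 0 min seedlings received water, and all seedlings sampled at 2, 4 and 8 min received 1 mM H_2_O_2_. Water-treated seedlings sampled at 2, 4 or 8 min were not analysed here, so each comparison with 0 min holds the effect of H_2_O_2_ together with that of the time after the addition of liquid. Libraries of polyadenylated RNA kept the strand of each transcript and were sequenced from a single end. The authors aligned the reads to the TAIR10 genome with STAR, allowing reads with several mapping locations, and counted them for each gene. The paper's text does not name the counting program. The deposited values are the authors' normalized counts, in which the reads of each library are divided by 1 size factor. Every value was a whole number of reads divided by that factor, so the read numbers were recovered. The values cover 20972 genes, each with at least 1 read in every library. Between 13558388 and 26618274 reads per library fell on these genes, with a median of 17820829 at 0 min, 15224085 at 2 min, 16411127 at 4 min and 17296231 at 8 min. The change of each transcript was taken as the difference in log2 of the normalized count plus 1. It was tested with limma in 1 fit to the 12 libraries, for the 19485 genes with a mean normalized count of at least 10. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. SDs are between the 3 replicates of a time point and standard errors are from the limma fit. A two-sided exact permutation test of 3 replicates against 3 cannot give a p below 0.1, so p-values were taken only from models fitted across all genes.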

We used the same time‐course design (0, 2, 4 and 8 min) and conducted RNA‐Seq analysis to identify transcripts enhanced in their expression during this response. 

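Compared with 0 min, the steady-state level of 147 transcripts was enhanced at 4 min and that of 251 transcripts at 8 min. These made 285 transcripts in total, of which 113 passed the threshold at both time points, 34 at 4 min only and 138 at 8 min only. In the fit to all 12 libraries the number of transcripts past the threshold at 2 min was 0, and the lowest adjusted p at this time point was 0.143. At an unadjusted p under 0.05, 1239 transcripts were higher and 1107 were lower at 2 min. All 3 replicates at 2 min were above all 3 replicates at 0 min for 9.83% of the transcripts tested and below them for 9.24%, where chance gives 5% in each direction. A lower level than at 0 min was found for 11 transcripts at 4 min and 10 at 8 min.

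Other choices changed the total of 285. A call at all 3 time points was made for 0 transcripts, since 0 passed at 2 min, and a log2 change of at least 1 left 133. edgeR's quasi-likelihood test on the recovered reads gave 287. A separate limma fit for each comparison gave 41 enhanced transcripts at 2 min, 144 at 4 min and 151 at 8 min, 236 in total. It gave 13 with a lower level at 2 min. The fit to all 12 libraries takes 1 spread per transcript for all time points. Replicates differed less at 2 min, with correlations of log2 values from 0.9908 to 0.9912, than at 8 min, from 0.9836 to 0.9880. DESeq2's Wald test on the recovered reads of the same genes gave 56 enhanced transcripts at 2 min, 372 at 4 min and 374 at 8 min, 534 in total. The same test gave 179 transcripts with a lower level at any time point. When the replicate number was added to the limma fit as a block, 4 transcripts were enhanced at 2 min, 356 at 4 min and 329 at 8 min, 490 in total. Across genes, the deviations from the time-point means of libraries with the same replicate number had correlations from -0.328 to 0.255 (mean 0.00971), against -0.345 to 0.465 (mean -0.00518) for different replicate numbers. Between 2 and 8 min the same-numbered correlations were 0.216 for replicate 1, 0.247 for replicate 2 and 0.255 for replicate 3.

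**Figure D1:**
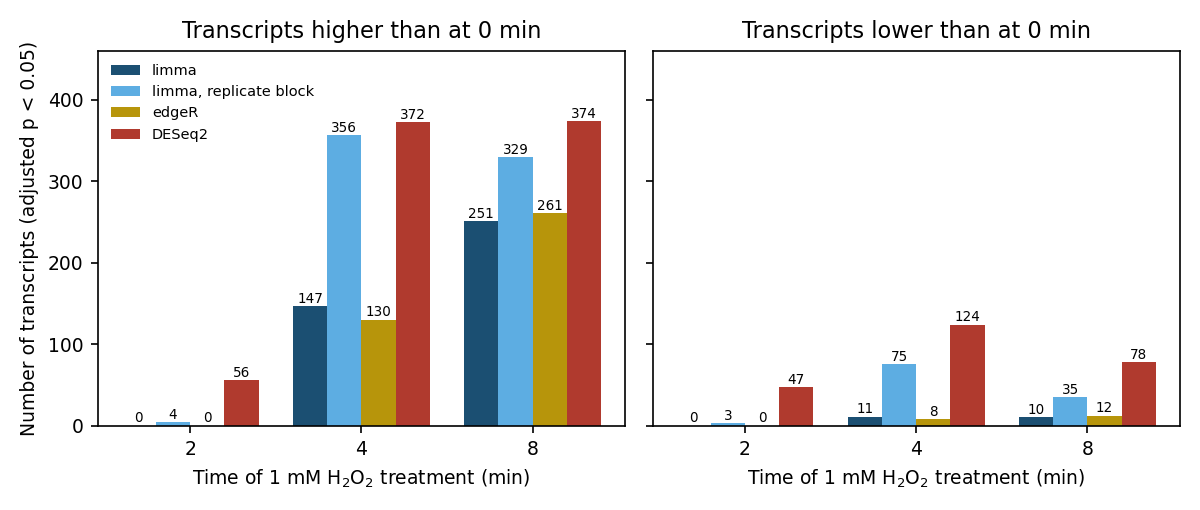
Number of transcripts (y axis) whose level was higher (left) or lower (right) than at 0 min after 2, 4 and 8 min of H_2_O_2_ treatment (x axis), with a bar for each of limma, limma with the replicate block, edgeR and DESeq2, at an adjusted p under 0.05. At 2 min the bars for higher levels stand at 0 for limma, 4 for limma with the block, 0 for edgeR and 56 for DESeq2.

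Soft clustering of the 285 transcripts with 3 centres, ordered by their level at 2 min, placed 57 in cluster I, 117 in cluster II and 111 in cluster III. In cluster I the median log2 change was 0.50 at 2 min, 0.57 at 4 min and 0.47 at 8 min. The medians were 0.34, 0.91 and 1.14 at the same time points in cluster II, and 0.18, 0.45 and 1.04 in cluster III. After each library was corrected for a trend with GC content, 28 of the 57 cluster I transcripts still passed the threshold, and the median log2 change of the 57 at 4 min was 0.54. The transcripts called by DESeq2 fell into clusters of 206, 130 and 198.

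Among the transcripts that rose in all 3 same-numbered pairs, the largest rises at 8 min were those of AT5G20260, DIC2 (AT4G24570), AT1G72910, AT4G27654 and AT3G10930. The mean normalized count of DIC2 was 99.6 ± 9.21 (SD, n = 3) at 0 min, 179 ± 61.1 at 2 min, 493 ± 136 at 4 min and 1025 ± 184 at 8 min. Its log2 change at 8 min was 3.34 (standard error 0.22, adjusted p = 6.5e-06 from limma). AT3G10930 rose from 25.5 ± 3.34 to 211 ± 50.7 (SD, n = 3), a log2 change of 2.98 (adjusted p = 2.3e-05 from limma). AT1G72910 rose from 13.9 ± 3.22 to 136 ± 46.5 (SD, n = 3), a log2 change of 3.16 (adjusted p = 3.6e-04 from limma), and 301 of the 1727 stretches of 50 bases in its transcript also occur in that of AT1G72930. AT5G20260 had 3 reads in each library at 0 min. Its mean normalized count of 104 ± 16.8 (SD, n = 3) at 8 min was 34.6-fold higher, an estimate that so few reads leave uncertain. Of the 1426 stretches of 50 bases in its transcript, 33 also lie in AT5G20250 on the opposite strand, a gene with a log2 change of 0.03 at 8 min. AT4G27654 had 1 or 2 reads in each library at 0 min. Its mean normalized count of 22.9 ± 6.51 (SD, n = 3) at 8 min was 7.60-fold higher than a level of 3 reads. The largest falls in all 3 pairs were smaller. They were found for cwINV6 (AT5G11920), with a log2 change of -0.68 at 8 min (adjusted p = 0.0404 from limma), and for LHCB2.2 (AT2G05070), with -0.59 (adjusted p = 0.0361 from limma). With a separate limma fit the adjusted p was 0.192 for cwINV6 and 0.119 for LHCB2.2, and with each library left out in turn they passed in 1 and 5 of the 12 fits. LHCB2.2 was at 0.0675 after quantile normalization. Of the 1094 stretches of 50 bases in the LHCB2.2 transcript, 308 also occur in that of AT2G05100, so the reads of LHCB2.2 are uncertain. AT1G62790, AT5G52540 and AT1G79790, which the annotation lists as FHY1, followed with log2 changes of -0.55, -0.41 and -0.40. They were not past the threshold with a separate limma fit (adjusted p = 0.0522, 0.127 and 0.165). DESeq2 on all listed genes, a setting chosen after the data were seen, called each of these falls at 8 min. Its adjusted p ran from 0.000208 for LHCB2.2 to 0.0184 for AT5G52540, with 0.00720 for cwINV6.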

As shown in Figure 6a, the steady‐state level of 535 transcripts was enhanced in response to the application of H_2_O_2_, and these transcripts could be divided into three clusters based on their rate of response, with 212 transcripts showing a significant response within 2 min (Figure 6a; Table S10). Of the 535 H_2_O_2_–responsive transcripts, 339 and 328 transcripts were also found to be upregulated in response to light stress in local or systemic leaves, respectively (Figure 6b). 

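The light stress libraries were not analysed here, and the H_2_O_2_-response transcripts were compared with the paper's own lists for local leaves (Table S1) and systemic leaves (Table S2), of which only a part could be read. The readable part of Table S1 holds 1998 transcripts, and 1683 of them were tested in the seedlings. Of the 285 transcripts enhanced by H_2_O_2_, 163 were among them, which is 57.2% of the enhanced transcripts against 8.64% of the transcripts tested (odds ratio 15.5, two-sided Fisher's exact test, p = 1.8e-98). The readable part of Table S2 holds 288 transcripts. Of these, 188 were tested in the seedlings, of which 31 were enhanced by H_2_O_2_ (odds ratio 14.8, two-sided Fisher's exact test, p = 9.3e-24). The calls of DESeq2 on all listed genes, a setting chosen after the data were seen, gave lower odds ratios, 8.25 for Table S1 (40.9% of the called transcripts) and 6.81 for Table S2. Because Tables S1 and S2 were read in part, the shared numbers are lower bounds. The percentages, odds ratios and p-values hold for the readable parts only. Unread members of a list were counted as outside it, so overlap with the full lists was not tested. The lowest of the paper's fold changes at 8 min of light stress was 1.28 in the readable part of Table S1 and 5.07 in that of Table S2. Transcripts are not independent replicates, and the p-values treat them as such. The transcripts of Table S1 that responded most to light responded most often to H_2_O_2_. When the readable transcripts were ordered by the paper's fold change at 8 min of light stress and split into 4 groups, 25.3% of the tested transcripts in the highest group were enhanced by H_2_O_2_, followed by 11.7%, 4.08% and 2.71%. A readable part that holds the stronger responders can therefore give a higher odds ratio than the full list.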

Of the 328 transcripts common to H_2_O_2_ and light stress treatment of systemic leaves of wild type plants, 82 transcripts were *rbohD* dependent (Figure 6b; Table S11). These transcripts contained a high proportion of transcripts responsive to many different abiotic stresses (cold, heat, excess light, salinity, ozone, wounding and pathogen infection), ABA, externally applied ATP (eATP), methyl jasmonate, calcium, and singlet oxygen (Figure 6c; Table 1; Suzuki *et al*., 2015; Whalley and Knight, 2013; Chen *et al*., 2017), demonstrating many of the expression features that are expected of true ROS/Ca^2+^ wave‐associated transcripts.

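All 82 transcripts named in Figure 6c were among the transcripts tested in the seedlings. The limma fit called 51 of them enhanced at 1 or more time points when p-values were adjusted over all transcripts tested, with 0 at 2 min, 24 at 4 min and 45 at 8 min. When p-values were adjusted over the list alone, 30 were enhanced at 2 min, 69 at 4 min, 76 at 8 min and 82 at any time point. The list was drawn from the authors' DESeq2 calls on the same libraries, so none of the counts in this paragraph is an independent test of it. DESeq2's test on the recovered reads of the tested genes called all 82 enhanced at 1 or more time points. The log2 change was above 0 for 75 of the 82 transcripts at 2 min, 81 at 4 min and 82 at 8 min. Its median was 0.29 at 2 min, 0.51 at 4 min and 0.69 at 8 min. All 3 same-numbered pairs rose for 54 of the 82 transcripts at 2 min, 73 at 4 min and 76 at 8 min. At 8 min the log2 changes ran from 0.02 to 2.98.

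**Figure D2:**
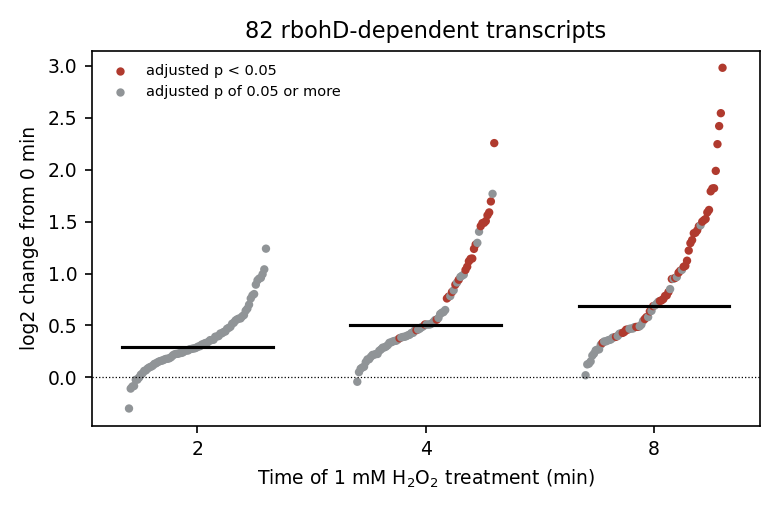
Log2 change from 0 min (y axis) of each of the 82 rbohD-dependent transcripts after 2, 4 and 8 min of H_2_O_2_ treatment (x axis), with the transcripts of each time point in order of their change. Red points have an adjusted p under 0.05 over all transcripts tested (0 at 2 min, 24 at 4 min and 45 at 8 min), and the horizontal lines are the medians of 0.29, 0.51 and 0.69.

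The paper chose the H_2_O_2_ treatment to mimic the entry of H_2_O_2_ from the apoplast into cells during the ROS wave. It states the aim as identifying transcripts more intimately associated with the ROS/Ca2+ wave.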

**Figure 6:**
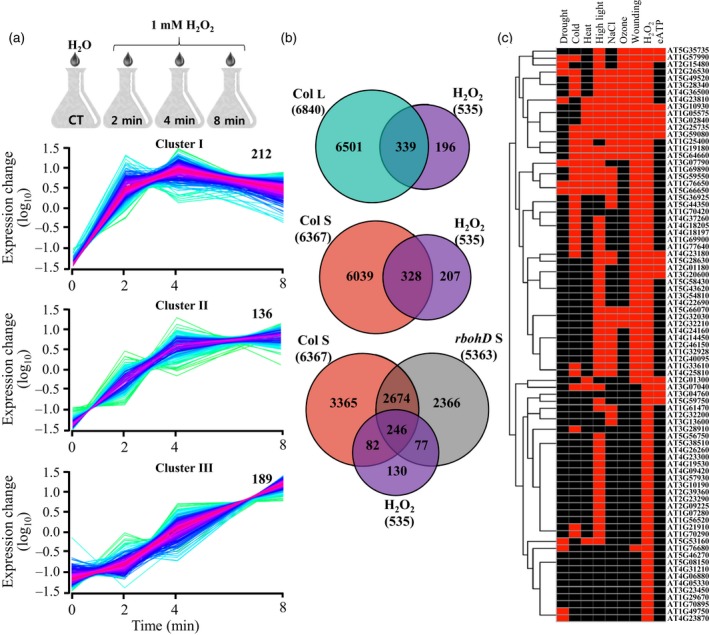
Identification of *rbohD*‐dependent systemic transcripts significantly enhanced in their expression in response to H_2_O_2_. (a) Experimental design of the H_2_O_2_ treatment experiment (top) and distinct clusters of expression of H_2_O_2_–response transcripts. (b) Venn diagrams showing the overlap between transcripts enhanced in their expression in local leaves of wild type plants and seedlings treated with 1 mm H_2_O_2_ (top); Venn diagrams showing the overlap between transcripts enhanced in their expression in systemic leaves of wild type plants and seedlings treated with 1 mm H_2_O_2_ (middle); and Venn diagrams showing the overlap between transcripts significantly accumulated in systemic leaves of wild type plants, systemic leaves of *rbohD* plants and seedlings treated with 1 mm H_2_O_2_ (bottom). (c) Heat map showing the response of the 82 *rbohD*‐dependent and H_2_O_2_‐response systemic transcripts to different stress conditions and signals. All Venn diagrams had a hypergeometric testing significance of *P* < 0.001. L, local; S, systemic; eATP, external ATP.

### Functional analysis of ROS wave‐associated transcripts

To determine whether some of the 82 ROS/Ca^2+^ wave‐associated transcripts play a role in the local or systemic response of Arabidopsis to light stress, we obtained and tested two independent confirmed knockout lines for seven of the genes that encode these transcripts (AT1G69890, an actin cross‐linking protein; AT3G13600, a calmodulin‐binding family protein; AT3G54810, a GATA8 protein containing a GATA type zinc finger; AT1G56520 and AT5G46270, two TIR‐NBS‐LRR class disease resistance proteins; AT5G49520, a WRKY48 transcription factor; AT1G29670, a GDSL‐motif esterase/acyltransferase/lipase; mutants were chosen based on availability from TAIR; https://www.arabidopsis.org/; Expression pattern for these selected transcripts are shown in Figures S6 and S7) and subjected them to light stress. As shown in Figure 7, six of these genes were required for light stress acclimation of local or systemic leaves to light stress, whereas one of these genes (AT1G69890, an actin cross‐linking protein) was primarily required for the acclimation of local leaves to light stress. These results demonstrate that some of the genes identified as associated with the ROS/Ca^2+^ wave play an important role in light stress acclimation and are required for the SAA of Arabidopsis to light stress.

**Figure 7:**
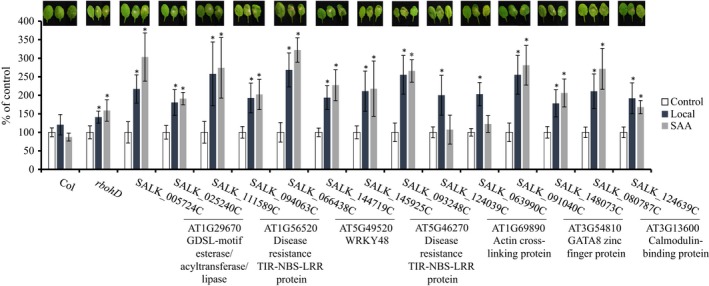
Functional analysis of selected *rbohD*‐dependent systemic transcripts in Arabidopsis. Light stress‐induced cell injury in two independent knockout mutants for seven different genes encoding *rbohD*‐dependent systemic transcripts. Cell injury was measured following application of light stress to a local leaf (local), and following pretreatment of local leaves and the application of light stress to systemic leaves (SAA). Two independent alleles for each gene were subjected to light stress and cell injury was measured by electrolyte leakage. *P < 0.05. AT1G69890, Actin cross‐linking protein; AT3G13600, Calmodulin‐binding family protein; AT3G54810, GATA8 type zinc finger protein; AT1G56520 and AT5G46270, Disease resistance TIR‐NBS‐LRR family protein; AT5G49520, WRKY48 transcription factor; AT1G29670, GDSL‐motif esterase/acyltransferase/lipase. SAA, systemic acquired acclimation.

### Inhibition of ROS wave‐associated transcripts by DPI

Although *rbohD* plants are deficient in their basal and systemic acclimation to light stress (Figure 7), and display reduced systemic responses to the local application of light stress (Figures 4, 5, 6), they lack expression of the RBOHD protein in both local and systemic tissues. The lack of RBOHD in local tissues could alter some of the local responses to light stress in these plants potentially affecting systemic responses and hampering our attempts to identify ROS/Ca^2+^ wave‐associated transcripts. As shown in Figure 8a, the expression of 532 and 694 transcripts was enhanced in local and systemic tissues of *rbohD* plants in response to light stress, respectively, with an additional 1271 transcripts enhanced in both systemic and local tissues of *rbohD* plants. None of these transcripts was detected in wild type plants (Figure 8a).

**Figure 8:**
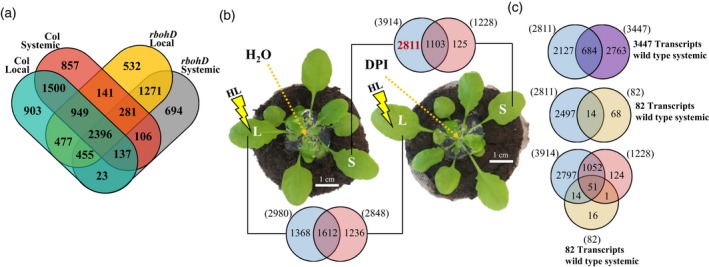
Suppression of light‐induced systemic transcripts by diphenyleneiodonium (DPI). (a) Venn diagram showing the overlap between local and systemic responses to light stress in wild type and *rbohD* plants. (b) Venn diagrams and images showing the position of water or DPI application (in agar) and the overlap between local and systemic responses to light stress in water or DPI‐treated plants. (c) Venn diagrams showing the overlap between the DPI‐suppressed systemic transcripts (2811) and *rbohD*‐dependent systemic transcripts (3447; Top), the DPI‐suppressed systemic transcripts (2811) and the 82 *rbohD*‐dependent and H_2_O_2_‐response systemic transcripts (middle), and the 82 *rbohD*‐dependent systemic transcripts that are also H_2_O_2_‐response transcripts, HL systemic‐response transcripts (3914) and HL systemic‐response transcripts that are not inhibited by DPI (1228; Bottom). Venn diagrams in (b) and (c) had a hypergeometric testing significance of *P* < 0.001. DPI, diphenyleneiodonium; HL, high lights; L, local; S, systemic.

To overcome this potential problem and to complement our analysis of wild type and *rbohD* plants (Figures 4, 5, 6), we conducted pharmacological experiments using diphenyleneiodonium (DPI) to block the progression of the ROS wave. DPI was previously shown to block the ROS wave and SAA to light stress, validating this approach (Miller *et al*., 2009; Suzuki *et al*., 2013; Devireddy *et al*., 2018). As shown in Figure 8b, DPI or water was applied to the midpoint between local and systemic tissues and the tissues were sampled for RNA‐Seq analysis at 0 and 8 min post‐light stress application. Compared with the application of water, DPI blocked the expression of 2811 transcripts in systemic tissues (Table S13), and 1368 transcripts in local tissues (Table S12), 8 min following the application of light stress to the local tissue. When compared with the 3447 *rbohD*‐dependent systemic transcripts (Figure 5a), or to the 82 *rbohD*‐dependent and H_2_O_2_‐induced transcripts (Figure 6c), an overlap of 684 and 14 transcripts was found between the DPI‐suppressed transcripts and these two groups respectively (Figure 8c). Interestingly, 51 out of the 82 *rbohD*‐dependent and H_2_O_2_‐enhanced transcripts were not suppressed by the DPI treatment (Figure 8c), demonstrating the potential limits of this approach.

### Putative role for TFs associated with the ROS wave

Taking advantage of the different complementary approaches used in our study (i.e., comparing wild type to *rbohD*, pharmacology experiments, and functional analysis of mutants), we complied a short list of putative light stress‐induced ROS/Ca^2+^ wave‐associated transcripts (Figure 9a). This list includes only transcripts that were confirmed by two independent methods (*rbohD*–wild type comparison and functional analysis of mutants, or *rbohD*–wild type comparison and DPI experiments), and includes 21 different transcripts. As shown in Figure 9a, the list includes four different TFs (GATA8, AT3G54810; WRKY48, AT5G49520; WRKY53, AT4G23810; and MYB30, AT3G28910) associated with the ROS/Ca^2+^ wave under these conditions. 

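In the H_2_O_2_-treated seedlings, the levels of the 4 TFs rose in all 3 same-numbered pairs at 8 min, and limma called 3 of the 4 enhanced. MYB30 lies on chromosome 3 of TAIR10.1 from 10911132 to 10913190. Its mean normalized count was 586 ± 79.2 (SD, n = 3) at 0 min, 749 ± 50.0 at 2 min, 830.0 ± 3.10 at 4 min and 791 ± 40.4 at 8 min. The SD at 4 min is smaller than counting error alone would give, so it understates the spread between replicates. The log2 change was 0.36 at 2 min (adjusted p = 0.225 from limma), 0.51 at 4 min (adjusted p = 0.0200 from limma) and 0.44 at 8 min (adjusted p = 0.0303 from limma). With a separate limma fit for each comparison these became 0.0586 at 4 min and 0.167 at 8 min, and with each library left out in turn MYB30 passed the threshold in 7 of 12 fits at 4 min and 6 of 12 at 8 min. GATA8 (chromosome 3, from 20296130 to 20298827), which the annotation lists as BME3, had a mean normalized count of 580 ± 36.9 (SD, n = 3) at 0 min and 797 ± 29.2 at 8 min. Its log2 change at 8 min of 0.46 had an adjusted p of 0.0452 from limma, which became 0.0529 after quantile normalization and 0.0501 with the replicate block, and it passed in 2 of the 12 fits that left out a library. WRKY53 (chromosome 4, from 12392370 to 12393982) stayed within the spread of its replicates at 2 and 4 min and rose from 153 ± 55.2 (SD, n = 3) at 0 min to 350.5 ± 92.1 at 8 min, a log2 change of 1.22 (adjusted p = 0.0167 from limma). The adjusted p of WRKY53 became 0.0888 with a separate limma fit, and it passed in 9 of the 12 fits that left out a library. Of the 1465 stretches of 50 bases in its transcript, 264 also lie in AT4G23800 on the opposite strand, a gene that fell by 0.15 on the log2 scale at 8 min, and the paper's text does not state whether reads were counted by strand. WRKY48 (chromosome 5, from 20090648 to 20093346) had a mean normalized count of 142 ± 23.7 (SD, n = 3) at 0 min and 242 ± 78.7 at 8 min. Its log2 change of 0.73 at 8 min was not past the threshold with limma (adjusted p = 0.166), and was past it with DESeq2's test on the tested genes (adjusted p = 0.0442).

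**Figure D3:**
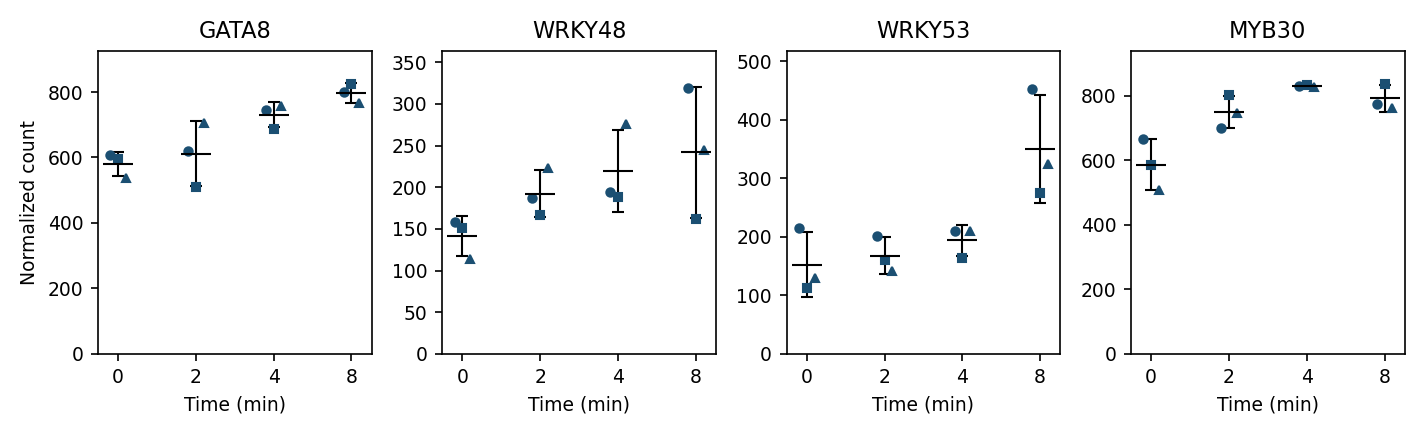
Normalized counts (y axis) of GATA8, WRKY48, WRKY53 and MYB30 at 0, 2, 4 and 8 min of H_2_O_2_ treatment (x axis), with a symbol for each of replicates 1 (circle), 2 (square) and 3 (triangle), the mean as a horizontal line and error bars of 1 SD. The WRKY48 replicates at 8 min lie at 319, 162 and 244, and those of MYB30 at 4 min at 829, 834 and 828. These MYB30 values lie closer together than counting error alone would give.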

To test whether some of the target genes of these TFs are also expressed in systemic leaves of plants subjected to light stress, we identified all transcripts encoded by genes that contain putative binding sites for these TFs in the list of *rbohD*‐dependent transcripts significantly upregulated in systemic leaves in response to light stress (Table S8) and clustered them based on their expression pattern. As shown in Figure 9b, many potential target genes for the four different TFs could be found within this list, highlighting the potential role that they could play in regulating systemic responses to light stress.

**Figure 9:**
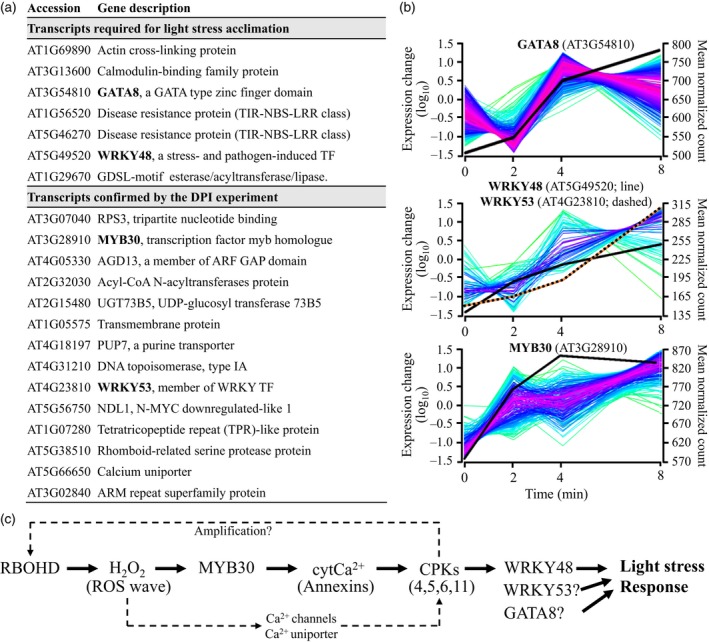
Short list of ROS wave‐associated transcripts, expression pattern of *rbohD*‐dependent systemic transcripts with WRKY, MYB and GATA binding elements in their promoters and a model for the putative function of MYB30. (a) A short list of ROS‐wave‐associated transcripts each confirmed by two independent methods. All transcripts are *rbohD*‐dependent systemic transcripts that are either required for systemic plant acclimation to light stress (top), or suppressed in their expression by DPI (bottom). (b) Distinct clusters of expression of systemic transcripts with WRKY, MYB and GATA binding elements in their promoters. (c) A putative model for the function of MYB30 in mediating or amplifying the ROS wave. See text for more details. CPKs, calcium‐dependent kinases; cytCa^2+^, cytosolic Ca^2+^; BROHD, respiratory burst oxidase homolog D; ROS, reactive oxygen species.

## Discussion

The context and dynamics of the transcriptomic response of plants to excess light stress was addressed in a number of time‐course studies, with the majority of these using tens of minutes (>30) to hours (≥1) as their first sampling time point (Suzuki *et al*., 2013, 2015; Crisp *et al*., 2017; Kollist *et al*., 2018). We previously showed that transcriptional responses to light stress initiate as early as 20–60 sec post‐light stress application and include hundreds of transcripts, some of these encoded by genes essential for light stress acclimation (Suzuki *et al*., 2015). In addition, we demonstrated that ABA‐dependent physiological responses, such as stomatal movements, occur in plants within the first minute of light stress application in both local and systemic leaves, and that the systemic signal that mediate this rapid systemic stomatal response is dependent on the function of the ROS/Ca^2+^ wave (Devireddy *et al*., 2018). Rapid transcriptomics responses within the minutes range were also recently reported in plants during recovery from light stress (Crisp *et al*., 2017). Here we show that a significant transcriptomics response involving thousands of transcripts is mounted by local and systemic leaves of Arabidopsis plants within minutes of light stress application to a local leaf (Figure 1). The high degree of similarity between the local and systemic transcriptional responses identified by our study (an overlap of 4982 transcripts; Figure 1a), and the rich context of stress‐, acclimation‐ and defense‐associated transcripts within this group of transcripts (Figures 2 and S1) suggest that this rapid response could lead to a successful SAA response. Indeed, wild type plants, but not *rbohD* or mutants impaired in some of the ROS/Ca^2+^ wave‐associated transcripts were able to acclimate successfully to local or systemic light stress following a pretreatment of local leaves by light stress (Figure 7). The identification of such a large number of transcripts upregulated within minutes of light stress application in local and systemic leaves highlights the importance of rapid transcriptional responses in plants, and suggests that rapid local and systemic responses play a key role in the acclimation of plants to light stress.

Many ABA‐response transcripts, as well as transcripts involved in stomatal regulation, are included within the group of transcripts that accumulate in local and systemic leaves within minutes of light stress application (Figures 2 and S1). This finding is in agreement with our previous study that identified light stress‐induced rapid stomatal responses in local and systemic leaves (Devireddy *et al*., 2018). The dependence of the systemic stomatal response on RBOHD and the ROS/Ca^2+^ wave (Devireddy *et al*., 2018) is also in agreement with our findings that expression of many of the rapid and transient response transcripts accumulating in systemic leaves in response to light stress is dependent on the function of the RBOHD protein (Figure 4). Interestingly, compared with the 4982 transcripts common to local and systemic leaves, which contained many different hormone‐response transcripts involved in ABA, ethylene, salicylic acid (SA), and brassinosteroid (BR) responses (Figures 2 and S1), the group of 3447 systemic transcripts we identified as dependent on RBOHD function was primarily enriched in ABA‐response transcripts (Figure 5). These findings further highlight the intimate link between ABA, the ROS/Ca^2+^ wave and responses to light stress (Galvez‐Valdivieso *et al*., 2009; Gorecka *et al*., 2014; Mittler and Blumwald, 2015).

Although many of the transcripts upregulated in systemic leaves in response to light stress applied to a local leaf were also upregulated in local leaves (Figure 1), the kinetics and amplitude of the systemic response to light stress were different than that of the local response (Figures 2, 3 and S4). In general, both local and systemic responses of many TFs, and hormone‐ and stress‐response transcripts peaked in their expression in local and systemic leaves at 2 min following light stress application, however the fold changes in expression in systemic leaves were much lower compared with those in local leaves (Figures 2, 3 and S4). Lower fold amplitude of expression in systemic leaves was observed with many TFs, ABA, ethylene, and oxidative stress‐response transcripts, but not with JA, SA and BR response transcripts, or transcripts involved in stomatal regulation (Figures 2, 3 and S4). In addition, transcripts involved in systemic responses to pathogens (SAR) were primarily upregulated in systemic leaves compared with local leaves. The context and timing of the systemic response to light stress therefore demonstrates high specificity to light stress, which is already evident in systemic leaves as early as 2 min following the application of light to a local leaf. Our finding that many of these early and transient responses to light stress in systemic leaves are suppressed, or delayed in *rbohD* plants (Figure 4) highlights the key role that the ROS/Ca^2+^ wave plays in promoting SAA to light stress in plants. Priming of a systemic leaf to become acclimated to a particular stress during SAA involves, therefore, thousands of transcripts that display a rapid and transient expression pattern driven by the ROS wave. These could have the same abundance as that in local leaves, or lower, involve many hormone‐response and TF‐encoding transcripts (Figures 2 and S4), and lead to successful acclimation to light stress (Figure 7).

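WRKY57 (AT1G69310, chromosome 1 of TAIR10.1 from 26054275 to 26058383) had a mean normalized count of 136 ± 10.5 (SD, n = 3) in seedlings at 0 min and 157 ± 30.2 after 8 min of H_2_O_2_ treatment. Its log2 change was 0.02 at 2 min, -0.05 at 4 min and 0.18 at 8 min, with an adjusted p of 0.597 at 8 min from limma. The difference at 8 min was smaller than the SD between the replicates at 8 min.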

The group of ROS/Ca^2+^ wave‐associated transcripts identified by our study includes four transcriptional regulators (GATA8, WRKY48, WRKY57 and MYB30; Figure 9). In addition, it includes transcripts involved in calcium regulation (calmodulin and a calcium uniporter), responses to pathogens (two TIR‐NBS‐LRRs and a UDP‐glucosyl transferase), microtubule organization (NDL1 and an actin cross‐linking protein), and transcripts involved in lipid signaling (GDSL esterase/acyltransferase/lipase), all H_2_O_2_ response transcripts (Figure 9a). 

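The short list of Figure 9a holds 17 transcripts besides the TFs. All 17 had a higher mean level in seedlings after 8 min of H_2_O_2_ treatment than at 0 min, and 14 rose in all 3 same-numbered pairs. With limma, 7 of the 17 passed the threshold, all at 8 min. The calcium uniporter transcript (AT5G66650) rose from 386 ± 63.0 to 639 ± 44.6 mean normalized counts (SD, n = 3), a log2 change of 0.74 (adjusted p = 0.00785 from limma). Its level at 2 min was 377 ± 22.5. The log2 change at 8 min was 0.75 for the calmodulin-binding family protein (AT3G13600; adjusted p = 0.0177 from limma), 0.69 for the actin cross-linking protein (AT1G69890; adjusted p = 0.0194 from limma) and 0.96 for the UDP-glucosyl transferase UGT73B5 (AT2G15480; adjusted p = 0.00435 from limma). The others past the threshold were AT3G02840 (2.42), AT1G05575 (1.51) and PUP7 (AT4G18197, 0.58). With a separate limma fit the adjusted p was 0.0755 for AT3G13600, 0.0512 for AT1G69890 and 0.0551 for PUP7, and with each library left out in turn these passed in 10, 7 and 8 of the 12 fits. The other 4 passed in all 12. Of the stretches of 50 bases in the UGT73B5 transcript, 96 of 2050 also occur in that of AT2G15490, and 121 of the 1946 in the PUP7 transcript occur in that of AT4G18205. For the other 10 transcripts, the log2 change at 8 min was between 0.02 and 0.85. The TIR-NBS-LRR transcripts AT1G56520 and AT5G46270 had log2 changes of 0.52 and 0.55 at 2 min, and their lowest adjusted p with limma was 0.0540 for AT1G56520 at 4 min and 0.113 for AT5G46270 at 8 min. Their transcripts share 91 of 3818 stretches of 50 bases with AT1G56510 and 181 of 4368 with AT5G46520. NDL1 (AT5G56750) had its largest log2 change, 0.35, at 4 min (adjusted p = 0.102 from limma). The GDSL-motif transcript (AT1G29670) had a mean normalized count of 4543 ± 687 (SD, n = 3) at 0 min, 6895 ± 1181 at 2 min, 6537 ± 480 at 4 min and 4636 ± 909 at 8 min. Its adjusted p was 0.229 at 2 min, 0.134 at 4 min and 0.970 at 8 min from limma. DESeq2's test on the tested genes called all 17 enhanced at 1 or more time points, which is no independent test of a list drawn from DESeq2 calls on the same libraries.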

GATA8 is a zinc finger TF found to be a positive regulator of Arabidopsis seed germination (Liu *et al*., 2005), and WRKY48 and WRKY57 were previously shown to regulate responses to pathogen infection and drought (Xing *et al*., 2008; Van Eck *et al*., 2014; Sun and Yu, 2015). By contrast, MYB30 was identified as a central regulator of calcium and ROS responses in Arabidopsis (Liao *et al*., 2017). It was shown to be a key regulator of an H_2_O_2_‐response gene network that leads to inhibition of root cell elongation during oxidative stress (Mabuchi *et al*., 2018), an important regulator of calcium signaling in response to heat stress (Liao *et al*., 2017), and a key regulator of ABA signaling (Zheng *et al*., 2012). In addition, it was shown to act as a positive regulator of cell death during the hypersensitive response of plants to pathogen attack (Vailleau *et al*., 2002), and to be dependent on SA for its function in pathogen responses (Raffaele *et al*., 2006). Of particular interest for the regulation of the ROS/Ca^2+^ wave is the role of MYB30 in regulating cytosolic calcium (cytCa^2+^) levels in plants. MYB30 was shown to alter cytCa^2+^ in response to H_2_O_2_ by altering the expression of annexins (Liao *et al*., 2017). During the propagation of the ROS/Ca^2+^ wave, MYB30 could therefore respond to elevated levels of cytosolic H_2_O_2_ that result from H_2_O_2_ entering the cell from the apoplast (Miller *et al*., 2009; Mittler *et al*., 2011), alter annexin expression and regulate cytCa^2+^ levels (Figure 9c). This process would, in turn, activate calcium‐dependent kinases (CPKs) that would trigger RBOHD function (Drerup *et al*., 2013; Dubiella *et al*., 2013; Gilroy *et al*., 2014, 2016) as well as the expression of downstream TFs such as WRKYs (Gao *et al*., 2013). This process could act as a positive amplification loop to enhance the ROS signature and trigger or suppress the expression of many different target genes. Because the ROS/Ca^2+^ was shown to depend on the function of calcium channels (Evans *et al*., 2016) and to be very rapid (Miller *et al*., 2009), the function of MYB30 in regulating calcium via regulating gene expression (Liao *et al*., 2017) could represent a potentially later stage in the activation or amplification of the ROS/Ca^2+^ wave. Further studies are required to address the role of MYB30 in mediating, amplifying or maintaining the ROS/Ca^2+^ wave in plants, as well as to address the different downstream target genes that are activated by MYB30 during this process.

Our study reveals that the priming process of a systemic leaf to become acclimated to a potential stress event involves a rapid systemic transcriptomic response that is extensive and includes an early (2 min) and transient stage of transcripts expression. This early stage of expression is dependent on RBOHD and the function of the ROS/Ca^2+^ wave that originates in the stressed local leaf. Our study further reveals that a core set of transcripts is associated with the ROS/Ca^2+^ wave and suggests that some of these transcripts could be involved in linking ROS with calcium signaling and initiate or amplify the ROS/Ca^2+^ wave.

## Experimental procedures

### Plant material and growth conditions

For RNA‐seq analysis of the SAA to light stress, *Arabidopsis thaliana* Col‐0 (cv. Columbia‐0) and *rbohD* knockout plants (Torres *et al*., 2002; Miller *et al*., 2009) were grown in peat pellets (Jiffy‐7, Jiffy, http://www.jiffygroup.com/) at 23°C under short day growth conditions (8‐h light/16‐h dark, 50 μmol m^−2^ s^−1^). For electrolyte leakage (cell injury) assay, selected knockout lines for the 82 genes encoding *rbohD*‐dependent ROS‐responsive transcripts (Table S11) were obtained from ABRC (http://abrc.osu.edu/) and grown together with wild type and *rbohD* knockout seeds under constant light (50 μmol m^−2^ s^−1^). For the RNA‐seq of response to external H_2_O_2_, Col‐0 seedlings were grown in 100 ml of sterile 0.5× MS medium on a shaker under constant light (50 μmol m^−2^ s^−1^) for 5 days.

### Light stress and H_2_O_2_ treatments

Local leaves of 4‐ to 5‐week‐old plants grown under short day growth conditions as described above were exposed to a light intensity of 2000 μmol m^−2^ s^−1^ for periods of 0, 2, 4 or 8 min using a gooseneck light source (ACE I; Schott) as described in Suzuki *et al*. (2013) and Devireddy *et al*. (2018). Local, as well as non‐treated distant (systemic) leaves (Figure S1) were immediately frozen in liquid nitrogen at each of the time points and used for RNA‐seq analysis. Local and systemic leaves from 45–50 different plants (each a technical repeat) were pooled for each time point and the experiment was repeated in three different biological replicates. All experiments were conducted at the same time of day (9–10 am). All plants used for the experiments were of the same age and developmental stage (Figure S1). Four plants were treated and harvested in each batch simultaneously. H_2_O_2_ treatment was conducted by adding 1 mm H_2_O_2_ to 5‐day‐old Col seedlings growing in 0.5× MS medium. Distilled water was added to control seedlings. Seedlings were immediately frozen in liquid nitrogen after 2, 4 or 8 min of H_2_O_2_ treatment. About 100–150 seedlings were used for each time point and the experiment was repeated three times.

### Electrolyte leakage assay

To test the basal tolerance of plants to light stress, an electrolyte leakage assay was performed as described in Suzuki *et al*. (2015) and Devireddy *et al*. (2018) (Figure S8) with some modifications. A fully expanded local leaf of 21‐ to 25‐day‐old plants was exposed to a light intensity of 2000 μmol m^−2^ s^−1^ for 45 min using a gooseneck light source, photographed and sampled for electrolyte leakage measurements as described in Suzuki *et al*. (2015). For measuring SAA to light stress, a single leaf was pretreated for 10 min with a light intensity of 2000 μmol m^−2^ s^−1^. Plants were then incubated for 50 min under controlled conditions. After the recovery period, a systemic leaf was exposed to a light intensity of 2000 μmol m^−2^ s^−1^ for 45 min. Leaves were then photographed and analyzed for electrolyte leakage as described in Suzuki *et al*. (2015). Briefly, leaves were immersed in 10 ml of distilled water in 50‐ml falcon tubes. Samples were shaken at room temperature for 1 h and the conductivity of the water was measured using a conductivity meter. Leaves were then heated to 95°C using a water bath for 20 min, shaken at room temperature for 1 h and the conductivity of the water was measured again. The electrolyte leakage was calculated as the percentage of the conductivity before heating over that after heating.

### Inhibitor studies

To inhibit the propagation of the ROS wave from the local to the systemic leaf, a drop of 0.3% agarose‐containing water or 50 mm diphenyleneiodonium (DPI) was placed at the midpoint between the local and systemic leaves of 4‐ to 5‐week‐old Col‐0 plants for 15 min as described in Devireddy *et al*. (2018). Local tissue was then subjected to light stress for 8 min as described above and both local and systemic leaves were immediately frozen in liquid nitrogen for RNA‐seq. Here, 45−50 different plants were used for each biological replicate, with the experiment repeated three times.

### RNA sequencing and differential gene expression analysis

Total RNA was isolated using TRIzol (Invitrogen Life Technologies, https://www.thermofisher.com/us/en/home/brands/invitrogen.html) according to the manufacturer's instructions and purified using a NucleoSpin RNA Clean‐up kit (Macherey‐Nagel, https://www.mn-net.com/). Initial RNA sample quality was assessed with a Bioanalyzer RNA 6000 Nano Kit (Agilent) using the 2100 Bioanalyzer System (Agilent, https://www.agilent.com/). RNA quantification was performed with a Qubit RNA Broad Range Assay Kit (Invitrogen) using the Qubit 3.0 Fluorometer (Invitrogen, https://www.thermofisher.com/us/en/home/brands/invitrogen.html). RNA libraries were prepared from 1 μg of total RNA and dual‐indexed with a TruSeq Stranded mRNA HT Library Prep Kit (Illumina, https://www.illumina.com/). Resulting cDNA libraries were quantified with a Qubit dsDNA High Sensitivity Assay Kit (Invitrogen) on a Qubit 3.0 Fluorometer (Invitrogen). Fragment length was validated on the 4200 TapeStation System (Agilent) with a TapeStation D1000 Assay Kit (Agilent) prior to library pooling and normalization to a loading concentration of 1.6 pM. Sequencing was performed with four NextSeq High Output 1 × 75 Reagent Cartridges (Illumina) on a NextSeq 500 Sequencing Platform (Illumina) and produced 1.81G (PF) reads with a *Q* score ≥ 93.84%. RNA library construction and sequencing were performed by the BioDiscovery Institute Genomics Center at the University of North Texas, Denton, Texas, USA (http://untgenomicscenter.squarespace.com/).

Single‐end sequenced reads obtained from the Illumina NextSeq500 platform were quality‐tested using FastQC v0.11.7 (Andrews, 2010) and aligned to the reference genome of Arabidopsis (genome build 10) obtained from TAIR (https://www.arabidopsis.org/) using STAR aligner v2.4.0.1 (Dobin *et al*., 2013). Default mapping parameters (10 mismatches/read; nine multi‐mapping locations/read) were used. The genome index was generated using the gene annotation file (gff file) obtained from TAIR (https://www.arabidopsis.org/) for the genome build 10. Raw and processed RNA‐Seq data files were deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) under the following accession numbers GSE117300, GSE117296, GSE117297, and, GSE117298.

Differential gene expression analysis was carried out using DESeq2 v1.20.0, an R based package available from Bioconductor (Love *et al*., 2014). Transcripts expressing differentially in two (or more) conditions were identified by examining the difference in their abundance under the conditions. The abundance of a transcript is measured as mean normalized count of reads mapping onto the transcript (Love *et al*., 2014). The difference in expression was quantified in terms of the logarithm of the ratio of mean normalized counts between two conditions (log fold change). Differentially expressed transcripts for our experiments were defined as those that have a fold change with an adjusted *P*‐value < 0.05 (negative binomial Wald test followed by a Benjamini−Hochberg correction; both integral to the DESeq2 package). Differentially expressed genes were classified into upregulated or downregulated based on significant positive or negative log fold change values, respectively. Venn diagram overlap was subjected to hypergeometric testing using phyper (R package; Table S15). Smear (Bland–Altman) plots generated in edgeR (R package), and heat maps were generated using the ComplexHeatmap package v1.18.1 available in BioConductor 3.7. Summary statistics reading for the sequencing performed in included in Table S14. Perl scripts used in this study were uploaded in: https://github.com/sohamsg90/RNA-Seq-perl-scripts.

### Clustering

To identify clusters of transcripts with similar expression patterns, we used the Mfuzz v2.40.0 package of R Bioconductor to perform *k*‐means soft clustering (Kumar and Futschik, 2007).

### Gene enrichment analysis

Functional annotations and overrepresentation of GO terms in gene lists of Tables S4 and S9 were performed using PANTHER v9.0 (http://www.pantherdb.org/). PANTHER Overrepresentation tests were performed using GO molecular function, biological process, and, cellular component annotation data sets. Fisher's Exact with FDR multiple test correction was used to compare enrichment to the genome distribution.

### Stress comparison

The overlap between RBOHD‐dependent transcripts enhanced in systemic leaves of Col plants in response to a local light stress treatment and transcripts enhanced in response to a hormone/ROS, namely ABA, ethylene (ACC), brassinolides, cytokinin, gibberellin, auxin (IAA), methyl jasmonate (MJ), salicylic acid (SA), H_2_O_2_, O_2_^−^ or ^1^O_2_ (Davletova *et al*., 2005; Gadjev *et al*., 2006; Nemhauser *et al*., 2006; Scarpeci *et al*., 2008; Blanco *et al*., 2009) and their distribution in the three clusters was determined using an in‐house written Perl script (Table 1). Similarly, the overlap and distribution were also obtained for transcripts that were also enhanced in response to an external H_2_O_2_ treatment. In addition, the overlap of these classes of light‐stress transcripts with the transcripts previously reported to be enhanced in response to other abiotic stresses (Tosti *et al*., 2006; Truman *et al*., 2006; Kleine *et al*., 2007; Huang *et al*., 2008; Larkindale and Vierling, 2008; Matsui *et al*., 2008; Consales *et al*., 2012; Choi *et al*., 2014; Ding *et al*., 2014; Ikeuchi *et al*., 2017) and their distribution in the three clusters was also obtained. Expression heat maps were generated using pheatmap R package (Kolde and Kolde, 2018).

### Promoter analysis

Promoter sequences (1000 bp upstream of gene start) for RBOHD‐dependent genes differentially regulated in systemic leaves of Col plants in response to a local light stress treatment (Table S8) were downloaded from TAIR. Transcription factor binding sites for GATA8 (AT3G54810), WRKY48 (AT5G49520), WRKY53 (AT4G23810), and MYB30 (AT3G28910) were obtained from the Arabidopsis Gene Regulatory Information Server (AGRIS; http://agris-knowledgebase.org/). The occurrence of DNA‐binding elements of the above‐mentioned transcription factors (TFs) in the different promoters was determined using an in‐house Perl script.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

**Figure S1.** Definition of local and systemic leaves used for this study.
**Figure S2.** Response of *Zat12::Luciferase* reporter plants to local application of light stress. Results are presented for three individual plants.
**Figure S3.** Smear (Bland–Altman) plots generated in edgeR for local and systemic leaves at 0 and 2 min and for the H_2_O_2_ treatment at 0 and 8 min.
**Figure S4.** Expression pattern of selected gene ontology groups in local and systemic leaves. See Figure 2.
**Figure S5.** Heatmap representation of Figure 3.
**Figure S6.** Expression pattern (in counts) of the seven transcripts selected for analysis using knockout mutants (Figure 7).
**Figure S7.** Expression pattern (in fold change) of the seven transcripts selected for analysis using knockout mutants (Figure 7).
**Figure S8.** Position of leaves used for electrolyte leakage assay. Click here for additional data file.

**Table S1.** Transcripts significantly elevated in their expression in local leaves in response to light stress.
**Table S2.** Transcripts significantly elevated in their expression in systemic leaves in response to light stress treatment applied to a local leaf.
**Table S3.** List of overlapping transcripts between the transcriptomics response of local and systemic leaves to light stress applied to a local leaf.
**Table S4.** Gene ontology of overlapping transcripts between the transcriptomics response of local and systemic leaves to light stress.
**Table S5.** Transcripts significantly elevated in their expression in local leaves of *rbohD* plants in response to light stress.
**Table S6.** Transcripts significantly elevated in their expression in systemic leaves of *rbohD* plants in response to the light stress treatment applied to a local leaf.
**Table S7.** List of overlapping transcripts between the transcriptomics response of local and systemic leaves of *rbohD* plants to light stress applied to a local leaf.
**Table S8.** Transcripts significantly elevated in their expression in systemic leaves of wild type plants, but not in systemic leaves of *rbohD* plants.
**Table S9.** Gene ontology of transcripts significantly elevated in their expression in systemic leaves of wild type plants, but not in systemic leaves of *rbohD* plants.
**Table S10.** Transcripts significantly elevated in their expression in seedlings in response to the external application of H_2_O_2_.
**Table S11.** List of *rbohD*‐dependent systemic transcripts that are also significantly elevated in their expression in response to the external application of H_2_O_2_.
**Table S12.** List of transcripts suppressed in their local expression by DPI.
**Table S13.** List of transcripts suppressed in their systemic expression by DPI.
**Table S14.** Summary statistics reading for the sequencing performed.
**Table S15.** Summary hypergeometric testing for the different Venn diagrams. Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Identification and characterization of a core set of ROS wave‐associated transcripts involved in the systemic acquired acclimation response of Arabidopsis to excess light
**Source:** Plant J. 2019 Jan 30;98(1):126–41. doi: 10.1111/tpj.14205
**Supplement:** Supplementary file 3

**Supplemental Material**

**Table S1** – Transcripts significantly elevated in their expression in local leaves in response to light stress.

**Table S2** - Transcripts significantly elevated in their expression in systemic leaves in response to the light stress treatment applied to a local leaf.

**Table S3** - List of overlapping transcripts between the transcriptomics response of local and systemic leaves to light stress applied to a local leaf.

**Table S4** – Gene ontology of overlapping transcripts between the transcriptomics response of local and systemic leaves to light stress.

**Table S5** - Transcripts significantly elevated in their expression in local leaves of *rbohD* plants in response to light stress.

**Table S6** - Transcripts significantly elevated in their expression in systemic leaves of *rbohD* plants in response to the light stress treatment applied to a local leaf.

**Table S7** - List of overlapping transcripts between the transcriptomics response of local and systemic leaves of *rbohD* plants to light stress applied to a local leaf.

**Table S8** - Transcripts significantly elevated in their expression in systemic leaves of wild type plants, but not in systemic leaves of *rbohD* plants.

**Table S9** - Gene ontology of transcripts significantly elevated in their expression in systemic leaves of wild type plants, but not in systemic leaves of *rbohD* plants.

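Table S10 holds transcripts that the authors found elevated by H_2_O_2_ with DESeq2, in which a Wald test compares the mean normalized counts of a time point with those of the control. A transcript whose replicates differ little can pass such a test with a small change. A stricter threshold of 0.01 on the adjusted p left 158 of the 285 transcripts that limma called here, a set made apart from Table S10. DESeq2's test on the recovered reads of the tested genes called 534 at a threshold of 0.05.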

**Table S10** - Transcripts significantly elevated in their expression in seedlings in response to the external application of H_2_O_2_.

**Table S11** - List of *rbohD*-dependent systemic transcripts that are also significantly elevated in their expression in response to the external application of H_2_O_2_.

**Table S12** - List of transcripts suppressed in their local expression by DPI.

**Table S13** - List of transcripts suppressed in their systemic expression by DPI.

**Table S14** - Summary statistics reading for the sequencing performed.

**Table S15** – Summary hypergeometric testing for the different Venn diagrams.

**Fig. S1 -** Definition of local and systemic leaves used for this study.

**Fig. S2 -** Response of *Zat12::Luciferase* reporter plants to local application of light stress. Results are presented for 3 individual plants. Col plants expressing the Zat12::Luciferase reporter construct were grown and imaged with a NightOWL LB983 NC100 (Berthold, https://www.berthold.com/) imager as described in Devireddy et al., 2018.

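A smear plot sets the log2 fold change of each gene between 2 groups of libraries against its mean abundance, so that a shift between groups that changes with abundance would show as a bend of the cloud of points. The values are scaled so that the median over all transcripts lies near 0. For seedlings at 0 and 8 min, with the transcripts tested split into 4 groups by abundance, the median log2 change was 0.00071 in the group of lowest abundance, then 0.0048 and -0.0025, and -0.016 in the highest. With edgeR's quasi-likelihood test, 261 transcripts were higher and 12 were lower at 8 min than at 0 min at an adjusted p under 0.05. The biological coefficient of variation over the 12 libraries, from edgeR's common dispersion, was 0.109.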

**Fig. S3 -** Smear (Bland–Altman) plots generated in edgeR for local and systemic leaves at 0 and 2 min, and for the H_2_O_2_ treatment at 0 and 8 min. (a) Col Local Leaf (b) Col systemic leaf (c) rbohD local leaf, (d) rbohD systemic leaf, and (e) Seedlings exposed to H_2_O_2_.

**Fig. S4 -** Expression pattern of selected gene ontology groups in local and systemic leaves. See Fig. 2.

**Fig. S5 -** Heatmap representation of Figure 3. Fold-changes were log2 transformed, and used to generate the figure using the ComplexHeatmap package version 1.18.1 available in BioConductor 3.7. Rows were initially grouped by their transcription factor family, and then separately subjected to hierarchical clustering with complete linkage cluster analyses of their Euclidean distance.

**Fig. S6 -** Expression pattern (in counts) of the 7 transcripts selected for analysis using knockout mutants (Figure 7).

**Fig. S7 -** Expression pattern (in fold) of the 7 transcripts selected for analysis using knockout mutants (Figure 7).

**Fig. S8 -** Position of leaves used for electrolyte leakage assay. Leaves that were used for the ion leakage experiment shown in Figure 7 were fully-expanded leaves (positions 5 or 6 for “control”, and 5 and 6 for “local” and “systemic”, respectively). Significant differences in electrolyte leakage were not found between control leaves in positions 5 and 6. In addition, in control plants, we did not find significant differences in electrolyte leakage between control leaves and leaves in position 5 locally treated with high light for 10 min, reflecting that those leaves were not significantly damaged by the stress treatment and showing their potential capacity to deal with high light.

How the deposited data were processed for this re-analysis (not part of the article)

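The RNA-Seq data of the H_2_O_2_ experiment were re-analysed from the values the authors deposited. They cover 12 libraries of Arabidopsis seedlings, 3 replicates each at 0 min (water) and at 2, 4 and 8 min of treatment with 1 mM H_2_O_2_. The light stress, rbohD and DPI experiments were not analysed here.

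According to the paper, the authors aligned single-end reads to TAIR10 with STAR v2.4.0.1 and tested the counts with DESeq2 v1.20.0, and they clustered transcripts with Mfuzz v2.40.0. The unit of the deposited values is a signal: the authors divided the reads counted on each gene by 1 size factor per library. All values (100%) were whole multiples of a step, and the steps gave DESeq2's median-of-ratios size factors to within 4.33e-15. The reads of each gene and library were recovered by dividing by the step. The deposited values list 20972 genes, none with 0 reads in any library, which was seen in the values and is not stated in the paper's text. Of these genes, 20858 have a gene model in TAIR10.1, which gave coordinates, transcript lengths and GC content.

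Total reads on genes were between 13558388 and 26618274 per library, with a median of 16853679. The 10 most abundant genes took between 5.98% and 8.03% of a library. Counts of 3 reads or fewer were treated as the floor, and a fold change against replicates that were all at or under the floor was computed against the floor. A floor of this kind concerns counting error only, and gives no lower bound where the reads counted equal the floor.

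Values were transformed to log2(normalized count + 1). The main test was limma 3.58.1 with a trend of the variance on the mean, in 1 fit of the time point to the 12 libraries, for the 19485 genes with a mean normalized count of at least 10. Each of 2, 4 and 8 min was compared with 0 min, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. A transcript was counted as enhanced at any time point when it passed at 1 or more of the 3. The comparisons between 2, 4 and 8 min came from the same fit and were added after the data were seen. The count of transcripts that differed among the 4 groups came from limma's moderated F test.

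Clusters were made with fuzzy c-means (e1071 1.7.16, 3 centres, the best of 50 starts) on the standardized means of the 4 time points, for the transcripts enhanced at any time point, each assigned to its highest membership. The 82 transcripts were taken from the labels of Figure 6c, read by eye, and the 21 transcripts from Figure 9a. Overlaps with Tables S1 and S2 used the part of each that could be read and were tested by Fisher's exact test with all tested genes as the background.

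Named genes fixed before the data were examined were the 21 transcripts of Figure 9a and genes named in the discussion or Figure 9c (WRKY57, RBOHD, the annexins, CPK4, CPK5, CPK6 and CPK11). For others only the rule was fixed: the 5 transcripts with the largest rise at 2 min, the 5 with the largest rise at 8 min and the 5 with the largest fall at 8 min among those past the threshold and changed in the same direction in all 3 same-numbered pairs. These others were picked from the same data, so their changes and p-values carry that selection. At 2 min 0 transcripts met this rule. Annexins 5 to 8 are not listed among the deposited values. Pairs join the libraries of a replicate number, from the sample labels and the paper's statement that the experiment was repeated.

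The alternatives were a pseudocount of 0.1 or 5, no filter on low values or a mean of at least 50, quantile normalization, DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, an adjusted p under 0.01, a log2 change of at least 1, a block for the replicate number, a separate fit for each comparison, a call at all 3 time points, adjustment over the 3 comparisons together, a fuzzifier of 2, clustering of log2 values, and leaving out each library in turn. DESeq2 on all listed genes with 3 settings of its filtering was added after the data were seen, because the paper's text does not state that setting. The changes of the annexins at 2 and 4 min were also added after the data were seen. Shared sequence was counted as stretches of 50 bases found in the transcripts of both genes, on the same or on the opposite strand.

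The tests were tried on simulated reads of 19504 genes, 200 of them changed 2-fold at 8 min. Limma recovered 95% of these with 3.06% false calls, DESeq2 96.5% with 6.76%, and edgeR 95.5% with 4.02%. The changed genes had a mean of at least 50, and each gene was drawn independently. These rates thus do not carry over to smaller changes, to low counts or to variation that genes share between libraries. Calculations used R 4.3.3 and Python 3.11.15, and plots were drawn with matplotlib 3.10.9.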

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

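The comparisons between 2, 4 and 8 min were added after the comparisons with 0 min were seen. The tests of transcript length and GC content on the transcripts with a lower level were chosen only after that count was seen, and each other test before its own result was seen.

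The response to H_2_O_2_ differed between time points when the difference itself was tested. The level of 122 transcripts was higher at 8 min than at 2 min, and that of 2 was lower (limma, adjusted p under 0.05). Of the 122 transcripts, 114 were also higher than at 0 min at 1 or more time points. At 4 min, 16 transcripts were higher than at 2 min, and all 16 were also higher than at 0 min. The number lower at 4 min than at 2 min was 0, with 213 at an unadjusted p under 0.05. Between 4 and 8 min 0 transcripts differed in either direction, with 343 higher and 203 lower at an unadjusted p under 0.05.

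Exchanging the time points within replicate numbers makes 4 splits, and none can give a share under 0.25. The real split was the only 1 of the 4 with as many transcripts higher at 8 min than at 2 min, and 1 of 4 also for those lower at 8 min and for those higher at 4 min than at 2 min. For transcripts lower at 4 min than at 2 min, all 4 of the 4 splits gave as many, since the real one gave 0. After each library was corrected for transcript length, 125 transcripts were higher at 8 min than at 2 min and 16 were higher at 4 min than at 2 min. After correction for GC content the counts were 116 and 16. With every library thinned to the smallest, the median counts were 109 and 13. The fitted trends were small. Among the 122 transcripts the median log2 change from 2 to 8 min was 1.05, the length trend moved it by a median of 0.0056 and at most 0.023, and the GC trend by a median of 0.025 and at most 0.094. Among the 16 transcripts the median log2 change from 2 to 4 min was 1.38, and the trends moved it by at most 0.016 (length) and 0.075 (GC content). Because the corrections moved so little, the corrected counts show only that trends of this shape and size do not give the differences, and a bias that does not follow length or GC content was not tested. Thinning covers the number of reads only. Regrouping of the samples cannot be excluded in so small a design, and water-treated seedlings at 2, 4 and 8 min would be needed to separate H_2_O_2_ from time. A response that builds up between 2 and 8 min of treatment may explain the difference, as a hypothesis.

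The paper reports transcripts enhanced by H_2_O_2_ and does not discuss those with a lower level. A lower level than at 0 min was found for 19 transcripts at any time point, where the controls are the 0 min replicates. Of 100 splits that shuffled the time points within replicate numbers, 4 gave as many, the real one included, and another split gave 89. The count was 39 after correction for transcript length, 14 after correction for GC content and a median of 21 with every library thinned to the smallest, and the trends moved the changes at 8 min by at most 0.030 (length) and 0.103 (GC content), so these checks cover small smooth trends and depth only. It was 0 with an adjusted p under 0.01, 92 with the replicate block and 179 with DESeq2. With DESeq2 on all listed genes, chosen after seeing the data, the real split gave the most of 40 splits, 179. The highest other gave 79. A decrease in the level of some transcripts under H_2_O_2_ may underlie the 19. However, the split with 89 shows that with limma the same libraries can give more under a wrong order.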

How the results depend on the processing

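Many counts of transcripts depended on the test, the model or the threshold, and directions of change held more often. Unless stated, the alternatives were set before the data were examined, and the cause of each change below was not tested. The number of transcripts enhanced at any time point was 285, and stayed between 283 and 288 with a pseudocount of 0.1 or 5 and without a filter on low values. It was 284 after quantile normalization, 287 with edgeR, 249 with a mean of at least 50, 236 with a separate fit for each comparison and 241 with adjustment over the 3 comparisons together. Of the 285 transcripts, 270 were shared with the calls after quantile normalization, 276 with edgeR and 178 with the separate fits.

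DESeq2 on the recovered reads of the tested genes gave 56 transcripts higher at 2 min, 372 at 4 min and 534 at any time point. It gave 47 lower at 2 min, 124 at 4 min, 78 at 8 min and 179 at any time point, and 478 that differed among the 4 groups. Of the 285 transcripts, 280 were shared with these calls. It also gave 8 transcripts lower at 8 min than at 2 min and 39 higher at 4 min than at 2 min, called 82 of the 82-transcript list, and placed 206 transcripts in cluster I and 198 in cluster III. Enhanced transcripts made 74.9% of all its calls, against 93.8% with limma.

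DESeq2 on all listed genes was chosen after seeing the data, with 3 settings of its filtering. Tuned to 0.05, it gave 61 transcripts higher at 2 min, 374 at 4 min and 536 at any time point, 44 lower at 2 min, 125 at 4 min, 74 at 8 min and 179 at any time point, and 473 that differed among the groups. Tuned to 0.1, it gave 54, 371 and 536 higher, 41, 125, 76 and 179 lower, and 476 that differed, in the same order. Without filtering the counts were 35, 359 and 519 higher, 33, 116, 73 and 166 lower, and 466 that differed. Under all 3 settings, 9 transcripts were lower at 8 min than at 2 min, 39 were higher at 4 min than at 2 min, and 82 of the 82-transcript list were called. Cluster I held 206, 206 and 201 transcripts and cluster III 200, 200 and 187.

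With the replicate number as a block, 4 transcripts were higher at 2 min, 356 at 4 min and 490 at any time point. Lower levels were found for 3 transcripts at 2 min, 75 at 4 min, 35 at 8 min and 92 at any time point, and for 0 at 8 min than at 2 min (351 at an unadjusted p under 0.05 without the block). Cluster I held 208 transcripts. Of the enhanced transcripts, 277 were called in both fits, 213 only with the block and 8 only without it. The mean correlation across genes of the deviations from the time-point means was 0.120 among libraries of replicate 1, -0.0884 of replicate 2 and -0.00263 of replicate 3.

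With a separate fit for each comparison, 41 transcripts were higher and 13 lower at 2 min, 151 were higher and 0 lower at 8 min (1108 lower at an unadjusted p under 0.05 in the joint fit), and 0 were higher at 4 min than at 2 min (16 in the joint fit, and 391 there at an unadjusted p under 0.05). With an adjusted p under 0.01, 48 transcripts were higher at 4 min, 154 at 8 min and 158 at any time point, 102 differed among the groups and 64 were higher at 8 min than at 2 min. The same threshold left 0 transcripts lower at 4 min, at 8 min, at any time point and at 8 min than at 2 min, and 0 higher at 4 min than at 2 min. It left 26 of the 82-transcript list, 59 in cluster II and 56 in cluster III. With a log2 change of at least 1, 66 transcripts were higher at 4 min, 127 at 8 min and 133 at any time point, and 64 were higher at 8 min than at 2 min. Lower levels remained for 2 at 4 min, 0 at 8 min, 2 at any time point and 0 at 8 min than at 2 min. It left 27 of the 82-transcript list, 99 transcripts shared with the readable part of Table S1, and clusters of 10, 56 and 67. A call at all 3 time points was made for 0 transcripts in either direction, 0 of the 82-transcript list and 0 shared with Table S1, since 0 passed at 2 min.

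Leaving out each library in turn made 12 fits. They gave 0 to 6 transcripts higher at 2 min, 41 to 318 at 4 min, 151 to 305 at 8 min and 170 to 361 at any time point. Lower levels were found for 0 to 2 at 2 min, 0 to 53 at 4 min, 0 to 19 at 8 min and 8 to 53 at any time point. The fits gave 119 to 197 transcripts that differed among the groups, 65 to 125 higher and 0 to 8 lower at 8 min than at 2 min, and 0 to 22 higher at 4 min than at 2 min. They called 28 to 49 of the 82-transcript list and 121 to 170 transcripts shared with Table S1, with 26 to 138 in cluster I, 70 to 141 in cluster II and 64 to 138 in cluster III.

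The 57 log2 changes of named genes include those of the annexins at 2 and 4 min, added after seeing the data. Under up to 12 alternatives each, they kept their direction and their side of the threshold in 642 of the results. In 14 they lost the threshold and in 18 they gained it, and 7 reversed. These alternatives leave out the threshold of 0.01, the log2 change of at least 1 and the adjustment over the 3 comparisons together. At the threshold of 0.01 or a log2 change of at least 1, GATA8 and MYB30 would lose their call at 8 min. Their adjusted p-values from limma were 0.0452 and 0.0303, with log2 changes of 0.46 and 0.44. In the fits that left out a library, 591 were the same, 68 lost the threshold, 3 gained it and 22 reversed. Quantile normalization gave -0.0085 for annexin 3, -0.0024 for CPK4 and -0.0107 for CPK11 at 8 min. CPK11 was also at -0.0018 with DESeq2 on the tested genes and -0.0028 under each of its 3 settings on all listed genes. With a library left out, the log2 change at 8 min ranged from -0.11 to 0.19 for AT1G29670, -0.12 to 0.13 for annexin 3, -0.27 to 0.061 for annexin 4, -0.073 to 0.11 for CPK4, -0.048 to 0.052 for CPK5, -0.17 to 0.044 for CPK6 and -0.044 to 0.078 for CPK11. At 2 min it ranged from -0.042 to 0.19 for GATA8 and from -0.012 to 0.46 for WRKY53, and at 4 min from -0.20 to 0.038 for annexin 3. Over these alternatives and the fits that left out a library, the adjusted p of GATA8 at 8 min ranged from 0.00376 to 0.207. That of WRKY48 ranged from 0.0238 to 0.547, that of MYB30 from 0.00243 to 0.167 and that of WRKY53 from 4.2e-05 to 0.101, each at 8 min.

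Depth limits the transcripts with few reads at 0 min. AT5G20260 had 3 reads in each library at 0 min and AT4G27654 had 1 or 2, so the size of their rise is uncertain. After every library was thinned to 13558388 reads, the number of transcripts enhanced at any time point was 265 (median of 10 draws, from 252 to 278). A mean of at least 50 removed AT5G20260, AT4G27654 and AT3G02840, and separate fits give no test among the 4 groups, so these results have no value there.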

Differences from the paper's values

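The paper gives 535 transcripts enhanced by H_2_O_2_, and 285 were found with limma. Of the alternatives set before the data were examined, DESeq2 on the tested genes (534) and the replicate block (490) came within 1.5 times the paper's count, as did the fits without replicate 1 (361) or replicate 2 (359) at 8 min. The other alternatives did not, with edgeR at 287. Below, a gap is called closed on the same rule of 1.5 times, which compares counts and not which transcripts were called. DESeq2 on all listed genes, chosen after seeing the values, gave 536, 536 and 519 under its 3 filtering settings.

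The paper gives 212 transcripts with a significant response within 2 min, and 0 passed the threshold at 2 min with limma (1239 higher at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap, and the highest count among them was 56 with DESeq2 on the tested genes. DESeq2 on all listed genes, chosen after seeing the values, gave at most 61. The paper's 212 is also the number of transcripts in its cluster I. Of the 206 transcripts that DESeq2 on all listed genes placed in cluster I, 49 were past the threshold at 2 min.

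For cluster I itself, the paper's 212 stands against 57. The gap closed with DESeq2 on the tested genes (206) and with the replicate block (208), and with DESeq2 on all listed genes, chosen after seeing the values (206, 206 and 201). The other alternatives set before the data were examined left it open, with 138 as the highest, without replicate 1 at 8 min. For cluster III, the paper's count is about 190 in Fig. 6a, read by eye, against 111. The gap closed with DESeq2 on the tested genes (198), with the replicate block (160), without replicate 1 (138) or replicate 2 (136) at 8 min, and with DESeq2 on all listed genes, chosen after seeing the values (200, 200 and 187). It stayed open under the others.

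The paper counts 82 rbohD-dependent systemic transcripts as enhanced by H_2_O_2_, and limma called 51 of them. DESeq2 on the tested genes called 82 and the replicate block 66, and the other alternatives set before the data were examined left the gap open, with 53 from edgeR. DESeq2 on all listed genes, chosen after seeing the values, also called 82. The list comes from the authors' DESeq2 calls on the same libraries, so these counts are no independent test of it.

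The paper describes all transcripts of its short list in Fig. 9a as responding to H_2_O_2_. With limma, 10 of the 21 passed the threshold, and DESeq2 on the tested genes called 21, with the same limit. WRKY48 is among the 11 that limma did not call, with an adjusted p of 0.166 at 8 min. It was also called without replicate 2 at 8 min (adjusted p = 0.0238). The discussion names WRKY57 where the results and Fig. 9a name WRKY53. With limma, the log2 change at 8 min was 0.18 for WRKY57 (adjusted p = 0.597) and 1.22 for WRKY53 (adjusted p = 0.0167).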

Other observations

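The tests of neighbouring genes, the test with a held-out replicate number, and those of transcript length and GC content on the 285 enhanced transcripts, were chosen only after these results were seen, and each other test before its own result was seen.

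Other splits of the samples were counted for each test. For transcripts higher at 2 min and for those lower at 2 min, all 4 of the 4 splits within replicate numbers gave as many, since the real split gave 0 of each (1239 and 1107 at an unadjusted p under 0.05). At 4 min and at 8 min, the real split was the only 1 of the 4 with as many transcripts, both for higher and for lower levels, and such a design cannot go below 0.25. For transcripts enhanced at any time point, 1 of 100 splits gave as many as the real 285, the real one itself, and the highest other split gave 30. For transcripts that differed among the 4 groups, 1 of 100 splits gave as many as the real 201, and the highest other gave 125. With DESeq2 on all listed genes, 1 of 40 splits gave as many as the real 536 enhanced transcripts, and 1 of 40 as many as the real 179 with a lower level. The highest other splits gave 322 and 79 and the median of the others was 2 and 6, so a wrong grouping of these libraries can give 322 calls with this test.

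Technical explanations were weighed for the 285 enhanced transcripts. Correction of each library for transcript length gave 335, correction for GC content gave 244 and thinning to the smallest library gave a median of 265. At most 8.03% of a library fell on its 10 most abundant genes. The trends moved the changes of the 285 at 8 min by a median of 0.0113 (length) and 0.0429 (GC content), so these corrections cover biases of that shape and size only. An effect of H_2_O_2_, of the added liquid or of handling over time may underlie it, and the design analysed here does not part them.

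Cluster I, in which levels were already raised at 2 to 4 min, was examined for bias between libraries. After correction for transcript length, 98.2% of its 57 transcripts were called enhanced, and 100% with the replicate block added. After correction for GC content, 49.1% (28 of 57) were called, and 89.5% (51 of 57) with the replicate block added. The length trend moved the changes of these transcripts by a median of 0.0091 at 4 min and at most 0.054, against a median change of 0.57, so that nearly all stayed called shows only that the trend was small. The GC trend moved them by a median of 0.042 at 4 min and at most 0.133. The 49.1% is under the limit of 50% set beforehand for a GC content bias. However, the median change after GC correction was still 0.48 at 2 min and 0.54 at 4 min, all 57 stayed above 0, and the adjusted p of 56 of the 57 was under 0.1 at a time point. A smooth GC trend of this size thus decides which transcripts pass the threshold without the block and does not give the rise itself. The shifts at 2, 4 and 8 min were computed after the calls were seen.

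A hypothesis that transcripts enhanced at 8 min were already raised at 2 min was tested with separate controls, because a low value in a shared control raises both changes. With 1 control replicate held out for the 2 min change and the other 2 used for the calls at 8 min, the median log2 change at 2 min was 0.21, 0.23 and 0.34 for the 3 held-out controls. The highest median of 10000 random lists of the same size and abundance was 0.0588, 0.0715 and 0.0711. No control library entered both the calls and the 2 min change, so sharing of controls alone does not give the lowest median of 0.21. Each of these changes rests on 1 control library, however, and random lists cover the choice of genes only, so a set of genes that vary together between libraries is not excluded. The deviations of same-numbered libraries at 2 and 8 min were correlated (lowest 0.216), and variation they share would raise both changes. With the calls at 8 min made from 2 replicate numbers and the 2 min change taken within the third, a test chosen after those correlations were seen, the medians were 0.38, 0.19 and 0.27, and the highest of 10000 random lists gave 0.0937, 0.0972 and 0.0816. Each change here rests on 2 libraries. A response that starts by 2 min may explain these values, among other explanations not tested.

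DESeq2 on all listed genes, chosen after seeing the data, called 258 transcripts that limma did not, and 278 were called by both. All 3 treated replicates lay above all 3 controls at a time point of the call for 98.4% of the 258 and for 100% of the limma calls, where chance gives 5% at each time point. This share does not decide between real changes and false calls, because calls are selected for such a separation. Of the 258, 257 were tested with limma, and the lowest adjusted p was under 0.1 for 160 of them.

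Enhanced transcripts lay next to each other in the genome more often than in random lists of the same abundance. Of the 285, 9 pairs were neighbours. When pairs that share 50 bases or overlap were dropped, 8 pairs were left, against a median of 2 in 10000 random lists, of which 16 had as many. AT1G72910 and AT1G72930, each in 1 of these 8 pairs with another gene, share 301 stretches of 50 bases. When every gene that shares such a stretch with any other listed gene was dropped, 5 pairs were left, against a median of 1 in random lists, of which 262 had as many. The excess over random lists was thus less clear without genes that share sequence, and joint regulation of neighbouring genes may explain the pairs that are left.

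Transcripts enhanced at 8 min came from short genes. Their median gene length was 1681 bases, against 2438 in random lists, and 56.2% had 1 exon, against 15.1%. After correction of each library for transcript length, and again after correction for GC content, the median gene length of the called transcripts was 1631 bases. The trends moved the changes of the transcripts called at 8 min by at most 0.0466 (length) and 0.146 (GC content), so these corrections could hardly have removed the pattern, and a bias of another form is not excluded. A faster appearance of mature RNA from short genes with few introns may explain it, and transcription rates were not measured here.

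The discussion links MYB30 to annexins, calcium-dependent kinases and RBOHD (Fig. 9c). In the seedlings, annexins 1 to 4 had log2 changes of -0.29, -0.26, -0.23 and -0.43 at 2 min and of -0.16, -0.29, -0.079 and -0.35 at 4 min, none past the threshold (lowest adjusted p 0.317 at 2 min and 0.261 at 4 min from limma). These stayed negative under the alternatives that kept all 12 libraries, and that of annexin 3 at 4 min reversed to 0.038 in a fit that left out a library. The log2 change at 8 min was -0.15 for annexin 1 (AT1G35720), -0.17 for annexin 2 (AT5G65020), 0.01 for annexin 3 (AT2G38760) and -0.10 for annexin 4 (AT2G38750), with adjusted p-values from limma of 0.639, 0.547, 0.991 and 0.825. The sign for annexin 3 reversed to -0.0085 after quantile normalization. RBOHD (AT5G47910) changed by 0.18 (adjusted p = 0.628 from limma). The changes of CPK4, CPK5, CPK6 and CPK11 were 0.01, -0.01, -0.06 and 0.00, with adjusted p-values of 0.977, 0.980, 0.854 and 0.994 from limma. The signs of CPK4 and CPK11 reversed after quantile normalization, to -0.0024 and -0.0107. The transcripts of CPK4 and CPK11 share 8 stretches of 50 bases.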
